# Inhibiting calpain 1 and 2 in cyclin G associated kinase–knockout mice mitigates podocyte injury

**DOI:** 10.1172/jci.insight.142740

**Published:** 2020-11-19

**Authors:** Xuefei Tian, Kazunori Inoue, Yan Zhang, Ying Wang, C. John Sperati, Christopher E. Pedigo, Tingting Zhao, Meihua Yan, Marwin Groener, Dennis G. Moledina, Karen Ebenezer, Wei Li, Zhenhai Zhang, Dan A. Liebermann, Lois Greene, Peter Greer, Chirag R. Parikh, Shuta Ishibe

**Keywords:** Cell Biology, Nephrology, Chronic kidney disease, Mouse models

## Abstract

Evidence for reduced expression of cyclin G associated kinase (GAK) in glomeruli of patients with chronic kidney disease was observed in the Nephroseq human database, and GAK was found to be associated with the decline in kidney function. To examine the role of GAK, a protein that functions to uncoat clathrin during endocytosis, we generated podocyte-specific *Gak*-knockout mice (*Gak*-KO), which developed progressive proteinuria and kidney failure with global glomerulosclerosis. We isolated glomeruli from the mice carrying the mutation to perform messenger RNA profiling and unearthed evidence for dysregulated podocyte calpain protease activity as an important contributor to progressive podocyte damage. Treatment with calpain inhibitor III specifically inhibited calpain-1/-2 activities, mitigated the degree of proteinuria and glomerulosclerosis, and led to a striking increase in survival in the *Gak*-KO mice. Podocyte-specific deletion of *Capns1*, essential for calpain-1 and calpain-2 activities, also improved proteinuria and glomerulosclerosis in *Gak*-KO mice. Increased podocyte calpain activity–mediated proteolysis of IκBα resulted in increased NF-κB p65–induced expression of growth arrest and DNA-damage-inducible 45 beta in the *Gak*-KO mice. Our results suggest that loss of podocyte-associated *Gak* induces glomerular injury secondary to calcium dysregulation and aberrant calpain activation, which when inhibited, can provide a protective role.

## Abstract 2

Reduced cyclin G associated kinase (GAK) expression associates with diabetic and chronic kidney diseases, and GAK ablation in mice causes kidney failure due to calpain activation.

## Introduction

Dysfunction of the glomerular filtration barrier often manifests as nephrotic syndrome, a kidney disorder characterized by heavy proteinuria. Although glomerular diseases account for approximately 80% of chronic kidney disease (CKD) cases, the therapeutic interventions aiming to prevent the development or slow the progression are very limited. A better understanding of the molecular mechanisms underlying glomerular disease is necessary to develop more effective therapies. We have previously demonstrated that proteins critical for clathrin-mediated endocytosis — dynamin 1 and 2, synaptojanin1, and endophilin — are also critical to maintaining the glomerular filtration barrier (1). Recently, endocytic pathways have been implicated in human proteinuric diseases through identification of genetic mutations in *GAPVD1*, *ANKFY1*, and *TBC1D8B* (2, 3). To further investigate clathrin-mediated endocytosis in human disease, in this study we mined the Nephroseq v5 transcriptomic database. In 3 cohorts of patients with CKD, we observed a striking reduction in glomerular expression of cyclin G associated kinase (*GAK*), a ubiquitously expressed kinase that phosphorylates AP2 and has been associated with the uncoating of the clathrin coat (4, 5). In order to understand the pathobiology of *Gak* in glomerular disease, we next generated mice that exhibited podocyte-selective loss of *Gak*, using a podocin promoter-driven Cre recombinase transgenic and floxed *Gak* mouse lines. Our results showed that podocyte-specific *Gak*-deficient mice (*Gak*-KO mice) exhibited severe albuminuria, progressive glomerulosclerosis, kidney failure, foot process effacement, and decreased survival. To identify mechanisms of podocyte dysfunction in our model, we performed an unbiased transcriptomic screen using glomeruli from the *Gak*-KO mice. Our analysis of gene expression microarrays followed by calpain activity assays determined that calpain-1/-2 activation may play a critical role in mediating podocyte injury.

Calpains are a family of nonlysosomal cysteine proteases that are mainly activated by an increase in intracellular Ca^2+^ concentration (6–8). Within the calpain superfamily, 15 mammalian calpain gene products have been identified (9, 10). Calpain-1 (μ-form) and calpain-2 (m-form) are ubiquitously expressed calpain isoforms that exist as heterodimers consisting of an 80 kDa isoform-specific catalytic domain that are encoded by genes *Capn1* and *Capn2*, respectively, and a common 28 kDa regulatory domain (calpain small unit 1, CAPNS1 or CAPN4) encoded by *Capns1*, a gene that is indispensable for calpain-1/-2 stability and activity (11). Calpains have been shown to regulate cell behavior, actin cytoskeletal dynamics, cell motility, cell adhesion, endoplasmic reticulum stress, clathrin-dependent endocytosis, apoptosis, and inflammation upon interaction with their different substrates (12–14). We along with other groups have previously demonstrated that calpain activity is markedly increased in glomerular and urine samples from murine and human subjects with proteinuric kidney disease, while pursuant proteolysis of talin1, a critical protein linking the podocyte’s actin cytoskeletal architecture to the glomerular basement membrane, has been observed in injured glomeruli (13, 15, 16). To determine whether mitigating calpain activation in *Gak*-KO mice would inhibit disease progression, we administered a calpain inhibitor that inhibits calpain-1/-2 activities and observed reduced albuminuria, kidney failure, and death in the *Gak*-KO mice. Moreover, podocyte-specific deletion of *Capns1* in our *Gak*-KO mice was also associated with reduced kidney disease, further validating our calpain inhibitor studies. We also observed a calpain-mediated dysregulation of the NF-κB signaling pathway, resulting in a prominent increase in podocyte expression of growth arrest and DNA-damage-inducible 45 beta (*Gadd45b*), a transcription factor regulating cell survival, DNA damage repair, and cell cycle arrest (17) in the microarray from the *Gak*-KO glomeruli. Deletion of *Gadd45b* in the *Gak*-KO mice was also associated with reduced proteinuria and kidney failure, and increased survival correlated with reduced podocyte injury and stabilization of podocyte adhesion. These findings suggest that reducing aberrantly increased calpain-1/-2 activities in podocytes may provide a potentially novel therapeutic strategy for the treatment of proteinuric kidney diseases.

## Results

### Reduced glomerular GAK expression is observed in patients with impaired kidney function due to CKD and diabetic kidney disease.

To ascertain the importance of proteins regulating clathrin-mediated endocytosis in human kidney disease, we interrogated the Nephroseq v5 transcriptomic database. We initially observed that clathrin-mediated pathways such as *DNM1*, *DNM2*, and *SH3GL2* (endophilin) were downregulated in microdissected glomeruli in this CKD cohort, which included glomerular diseases such as membranous nephropathy, lupus nephritis (LN), and diabetic kidney disease (Supplemental Figure 1, A–C; supplemental material available online with this article; https://doi.org/10.1172/jci.insight.142740DS1). Furthermore, we also observed a striking 6.947-fold reduction in *GAK* expression that correlated with a reduction in glomerular filtration rate (GFR) in this CKD cohort (Figure 1A), which was further validated in other CKD and diabetic kidney disease (DKD) cohorts in different data sets (Figure 1, B and C). These findings provided the impetus to further examine the importance of *GAK*. To determine if GAK transcript reduction was associated with reduced GAK protein expression in patients with CKD, we performed immunofluorescence on human focal segmental glomerulosclerosis (FSGS) biopsies costained for GAK and the podocyte-specific marker nephrin. We observed a striking reduction in GAK expression within the glomeruli (Figure 1D and quantified in Figure 1E).

### Loss of podocyte-associated Gak results in severe albuminuria, kidney failure, and death.

Next, to examine if reduced *Gak* expression in podocytes contributes to albuminuria, we specifically deleted *Gak* in podocytes by crossing *Gak^fl/fl^* mice (4) with *Pod-Cre-Rosa-Dtr^fl/fl^* mice (18). *Gak*-KO mice were born at the expected Mendelian frequency, and mice carrying the mutation were verified by tail genotyping (Figure 2A), Western blot from isolated primary podocyte lysate (Figure 2B), and immunofluorescence of glomeruli from kidney sections (Figure 2C). The mutant mice appeared normal at birth, but failed to gain body weight after 4 weeks of age, compared with their *Gak^fl/fl^* littermate controls (Figure 2D). The *Gak*-KO mice exhibited albuminuria by 2 weeks of age (Figure 2F), a phenotype that progressed until 80%–100% of mice died by 8 weeks of age (Figure 2E) in the setting of kidney failure (Figure 2G).

### Loss of podocyte-associated Gak results in severe glomerulosclerosis and tubulointerstitial injury.

Histological analysis of kidneys from *Gak*-KO mice revealed progressive glomerulosclerosis (Figure 3A and quantified in Figure 3C) and tubulointerstitial injury, including tubular dilation, tubular atrophy, proteinaceous casts, and interstitial fibrosis (Figure 3B and quantified in Figure 3D). To further determine the ultrastructural changes in the glomerulus, transmission electron microscopy analysis was performed. Although there was no significant difference in the number of podocyte foot processes at 1 week of age between the *Gak*-KO and control mice, by 4 weeks of age, severe foot process effacement and thickened glomerular basement membrane (GBM) were observed in the *Gak*-KO mice (Figure 3E; quantified in Figure 3, F and G). These results suggest that *Gak* is indispensable for maintaining the integrity of the glomerular filtration barrier.

### mRNA profiling analysis suggests glomerular calpain-1/-2 activation in the Gak-KO mice.

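Glomerular RNA of control mice and of *Gak*-KO mice, which lack *Gak* in podocytes, was measured on 4 gene expression arrays, 2 per group. Each array holds the pooled glomeruli of 3 mice according to the labels, so a group stands for 6 mice. The arrays of both groups are numbered 1 and 2, and the labels give arrays 1 as male and arrays 2 as female. The methods and the labels give the age as 3 weeks, and the legend of Figure 4A gives 5 weeks. The glomeruli were isolated from kidney cortex with perfused beads and a density gradient, so RNA of other cortical cells can be present. The authors deposited log2 signals summarised by RMA, a method that corrects the background, normalizes the arrays and summarises the probes of each probe set. The table holds probe sets with the identifiers of a whole-transcript mouse array, which is not the array type that the methods name. The median log2 signal was 4.28 on control 1, 4.13 on control 2, 4.32 on *Gak*-KO 1 and 4.14 on *Gak*-KO 2.

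Of the probe sets, 23521 are annotated with 1 gene symbol, 1814 with several and 16010 with none. The 22180 genes with a probe set of their own were used, each by its probe set with the highest mean signal. As in Supplemental Table 1, which gives 1 *Z*-ratio for each of 2 batches, *Gak*-KO 1 was compared with control 1 (pair 1) and *Gak*-KO 2 with control 2 (pair 2). Each array was turned to *Z* scores over all genes, and the difference of the *Z* scores within a pair was divided by the SD of these differences over all genes. A gene was called when its *Z*-ratio was beyond 1.96 in both pairs in the same direction. The limit lay near a log2 change of 0.57 in pair 1 and 0.46 in pair 2. Log2 changes (*Gak*-KO minus control, mean of the 2 pairs) and their standard errors (SE) are from limma with the pair as a block. The number of arrays limits the precision, since 2 arrays against 2, taken without the pairing, cannot reach an exact permutation p below 0.333.

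The probe set of *Gak* itself had a log2 signal of 8.25 on control 1, 8.35 on control 2, 8.64 on *Gak*-KO 1 and 8.39 on *Gak*-KO 2, a log2 change of 0.22 (SE 0.14). The deletion is confined to podocytes and the arrays measured whole glomeruli, so this probe set does not check the labels. *Xist*, the RNA of the inactive X chromosome, was at 9.69 and 8.55 on the male-labelled and female-labelled control arrays and at 9.61 and 9.21 on the male-labelled and female-labelled *Gak*-KO arrays. The Y-linked gene *Uty* was at 4.65 and 6.00 on the same control arrays and at 5.59 and 5.57 on the *Gak*-KO arrays. In both groups *Xist* was higher on the male-labelled array.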

Because *Gak*-KO mice developed severe albuminuria, glomerulosclerosis, and progressive kidney failure, we next sought to use an unbiased screen to identify differentially expressed genes (DEGs) that could explain this phenotype. Our analysis of gene expression microarrays yielded 139 statistically upregulated and 34 statistically downregulated genes from glomeruli harvested from *Gak*-KO mice as compared with littermate controls (Figure 4A) (Supplemental Table 1). 

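In *Gak*-KO glomeruli, 113 genes were higher and 52 genes were lower than in control glomeruli by the *Z*-ratio criterion in both pairs (n = 2 arrays per group). The rankings below are among these called genes alone and leave out microRNAs, small RNAs, pseudogenes and predicted, clone or RIKEN genes. The largest mean log2 increase was that of *Cxcl10*, a chemokine, at 1.86 (SE 0.21). It was followed by *Ankrd1*, a stretch-responsive nuclear protein, at 1.84 (SE 0.10) and by *Abra* at 1.81 (SE 0.30). The remainder of the 10 largest increases were *H2-Ab1* 1.69 (SE 0.67), *Iigp1* 1.65 (SE 0.47), *Lcn2* 1.62 (SE 0.44), *Adm* 1.52 (SE 0.39), *Ccn1* 1.43 (SE 0.10), *Edn1* 1.42 (SE 0.31) and *Anxa1* 1.35 (SE 0.25). They, in the same order, encode an MHC class II chain, an interferon-induced GTPase, neutrophil gelatinase-associated lipocalin, adrenomedullin, a matricellular protein, endothelin-1 and annexin A1. The largest decrease was that of *Kap*, an androgen-regulated protein of the proximal tubule, at -1.78 (SE 0.32). It was followed by *Tmem207* at -1.13 (SE 0.12), the noncoding *Astx5* at -1.09 (SE 0.34), *Klk1b21*, a kallikrein, at -1.06 (SE 0.12) and the transporter *Slc22a22* at -1.03 (SE 0.11). The remainder of the 10 largest decreases were *Ugt3a1* -0.99 (SE 0.21), *Nat8f3* -0.93 (SE 0.17), *Hao2* -0.92 (SE 0.16), *Dio1* -0.92 (SE 0.14) and *Rps6ka6* -0.88 (SE 0.16). Some of these means rest on 1 pair more than on the other. In pairs 1 and 2, the changes were 2.87 and 0.50 for *H2-Ab1*, 2.48 and 0.83 for *Iigp1*, 2.38 and 0.85 for *Lcn2*, 0.83 and 2.20 for *Adm*, 1.95 and 0.88 for *Edn1*, -1.68 and -0.50 for *Astx5* and -1.34 and -0.64 for *Ugt3a1*. Among the genes left out, the microRNA gene *Mir101c*, named after its value was seen, had a change of -1.85 (SE 0.63), beyond that of *Kap*. Of the 165 called genes, 148 are protein coding.

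No gene passed an adjusted p of 0.05 in limma with the pair as a block (smallest adjusted p = 0.833, Benjamini-Hochberg). At an unadjusted p under 0.05, 641 genes were higher and 563 lower, 1204 in all, where 1109 are expected by chance. With an unpaired 2-tailed t test, 1 gene passed after adjustment, *Arpc1a*, a subunit of an actin-nucleating complex, with a log2 change of -0.24, which is named because of that value. The *Z*-ratio criterion carries no p value. In arrays simulated without any change, with an even and with a wide spread between genes, it called a mean of 110 and 153 genes, beside a mean of 104 and 158 past the limit in opposite directions. On the measured arrays, 165 genes were called and 63 passed the limit in opposite directions in the 2 pairs. The 63 lies below both simulated means of 104 and 158. The simulated means of 110 and 153 called genes therefore do not give the number called by chance on these arrays. Across genes, the log2 changes of the 2 pairs correlated with a Pearson *r* of 0.130 and a Spearman coefficient of 0.0998, where genes are not independent replicates. With control 1 left out, the change of *Ugt3a1* was 0.13 in a fit without the pairing, in the other direction. Of the 57 called genes that are named by the rule of the gene selection, 30 did not pass when the *Z* scores were taken over all probe sets, with or without a gene symbol. Of the genes ranked above, these were *Adm*, *H2-Ab1*, *Astx5*, *Hao2* and *Rps6ka6*. *Astx5* also lost its call under quantile normalization, with the probe sets of a gene averaged and with genes of low signal left out. *Klk1b21* was itself among those genes of low signal. Its signals were 4.70 and 3.58 on controls 1 and 2 and 3.53 and 2.64 on *Gak*-KO 1 and 2.

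**Figure D1:**
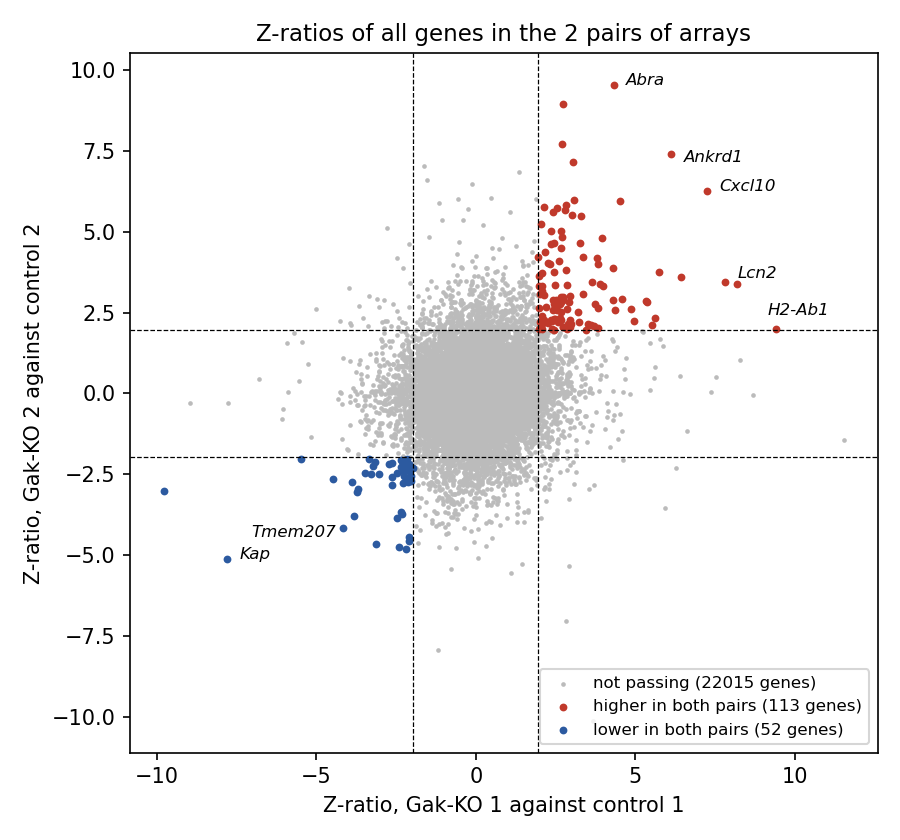
*Z*-ratio of each of 22180 genes in pair 1 (x axis) and pair 2 (y axis). Red points are the 113 genes above the limit of 1.96 in both pairs, blue points the 52 genes below the limit in the other direction in both, grey points all others, and dashed lines the limit.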

Most DEGs could be categorized into 24 dysregulated pathways (Figure 4B). Among them, the top 5 dysregulated signaling pathways having the highest representation included hepatic fibrosis/hepatic stellate cell activation, neuroinflammation signaling pathway, acute phase response signaling, apelin cardiac fibroblast signaling pathways, and regulation of cellular mechanics by calpain protease. 

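Of 28 measured proximal tubule genes, 6 were lower in *Gak*-KO glomeruli by the *Z*-ratio criterion, 0 were higher and 22 did not pass (median log2 change of -0.16 in pair 1 and -0.61 in pair 2). Besides *Kap*, *Slc22a22* and *Ugt3a1*, they included *Hao2*, a hydroxyacid oxidase, with *Z*-ratios of -2.40 and -4.75. All 6 are in Supplemental Table 1, which had been seen when the list was written. Of 21 thick limb and distal nephron genes, 2 were lower and 1 was higher (median log2 change of -0.36 in pair 1 and 0.02 in pair 2). The sodium transporter *Slc12a1* had a log2 change of -0.62 (SE 0.10) and the calcium channel *Trpv5* a change of 0.99 (SE 0.22). Of 10 markers of tubular injury, 3 were higher and 7 did not pass (median log2 change of 1.01 in pair 1 and 0.24 in pair 2). *Vim*, which encodes an intermediate filament of mesenchymal cells, changed by 1.05 (SE 0.15) and the transcription factor *Sox9* by 0.73 (SE 0.10). *Vim* is also in the fibrosis list, and *Lcn2*, called too, is in the acute phase and NF-κB lists. As the arrays measured glomerular RNA, the count does not show injury of tubules. In the tubular injury list, *Vcam1*, which is not past the criterion, had log2 changes of 2.52 and 0.26 in pairs 1 and 2. Of 21 macrophage and monocyte genes, 2 were higher, *Cd68* by 0.71 (SE 0.11) and *Mpeg1* by 0.99 (SE 0.14) (median log2 change of 0.10 in pair 1 and 0.26 in pair 2). Of 14 mesangial and smooth muscle genes, 2 were higher, *Mcam* by 0.75 (SE 0.10) and *Tagln*, an actin-binding protein of smooth muscle, by 0.95 (SE 0.21) (median log2 change of 0.30 in pair 1 and 0.15 in pair 2). In pairs 1 and 2, the changes of *Trpv5* were 1.35 and 0.64 and those of *Tagln* 0.62 and 1.29.

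Of 27 podocyte genes, 0 were higher and 1 was lower, *Sema3g*, a secreted semaphorin, at -0.74 (SE 0.15). The podocyte list had a median log2 change of -0.19 in pair 1 and 0.19 in pair 2. *Nphs1*, which encodes nephrin, had a log2 change of -0.03 (SE 0.11) and *Wt1* a change of 0.07 (SE 0.11), and neither passed. By staining of the protein in kidney sections, the paper reports fewer WT1-positive podocytes in *Gak*-KO glomeruli. *Myo1e*, *Nes* and *Thsd7a* had changes of 0.45, 0.43 and -0.37, and *Tle4* and *Actn4* of 0.10 and 0.18, without passing. Fits with 1 array left out ignore the pairing, so their values also hold the difference between arrays 1 and 2. *Wt1* was at 7.38 and 7.37 on control 1 and *Gak*-KO 1 and at 8.57 and 8.73 on control 2 and *Gak*-KO 2. The direction turned when 1 array or pair was left out for *Nphs1* (0.05 without pair 1, 0.39 without control 2, 0.47 without *Gak*-KO 1) and *Wt1* (-0.01 without pair 2, -0.52 without control 1, -0.60 without *Gak*-KO 2), and likewise for *Nes* (-0.02 without control 1, -0.26 without *Gak*-KO 2), *Thsd7a* (0.12 without control 2, 0.46 without *Gak*-KO 1) and *Tle4* (-0.03 without control 1). None of 17 endothelial genes (median log2 change of -0.01 in pair 1 and 0.20 in pair 2), of 10 parietal epithelial genes (median log2 change of 0.25 in pair 1 and 0.01 in pair 2) or of 13 lymphocyte genes (median log2 change of 0.00 in pair 1 and -0.01 in pair 2) passed.

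Of 30 cell cycle genes, 2 were higher, the mitotic checkpoint genes *Bub1* by 0.75 (SE 0.12) and *Bub1b* by 0.69 (SE 0.10) (median log2 change of 0.26 in pair 1 and 0.39 in pair 2). Of 27 genes of mitochondrial respiration, 1 was lower, the ATP synthase subunit *Atp5e* at -0.61 (SE 0.10) (median log2 change of -0.19 in pair 1 and -0.16 in pair 2).

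The study's pathway analysis was not repeated, since the members of its pathways are not given. In its place, 29 lists of genes were used, of which 27 had at least 5 measured genes and were tested. With camera at a preset inter-gene correlation of 0.01, 18 lists were higher and 3 lower as a whole at an adjusted p under 0.05. With the correlation estimated from the arrays, which leaves 1 residual degree of freedom, 0 lists passed (adjusted p from 0.424 to 0.943), and 0 passed with fry (adjusted p from 0.102 to 0.957). In simulated arrays, camera with an estimated correlation also missed a list shifted by 0.4 (adjusted p = 0.963 and 0.909). Its failure to pass, here and below, is therefore no evidence against a change. The estimates reached 0.765, above the preset 0.01, so neither setting settles the lists. Unadjusted, 0 lists passed with the estimated correlation, 5 with fry and 9 with its mixed test for changes in either direction. The preset adjusted p was 5.81e-10 for proximal tubule genes, 0.0162 for thick limb and distal genes, 1.14e-06 for tubular injury, 3.55e-11 for the cell cycle and 1.55e-07 for mitochondrial respiration (adjusted p = 0.424, 0.457, 0.424, 0.424 and 0.424 with an estimated correlation). It was 0.000181 for macrophage, 0.00173 for mesangial and 0.0145 for parietal epithelial genes (adjusted p = 0.424, 0.424 and 0.424 with an estimated correlation), and 0.782, 0.0541 and 0.874 for podocyte, endothelial and lymphocyte genes. In limma adjusted over the list alone, 3 macrophage, 2 tubular injury, 1 mesangial and 1 distal genes passed, and none of the other lists of cell types, nor of the cell cycle and mitochondrial lists. Supplemental Table 1 holds 9 of the proximal tubule, 6 of the distal, 4 of the cell cycle, 2 of the macrophage, 2 of the mesangial, 2 of the mitochondrial and 1 of the tubular injury genes measured, so these lists are not independent of the study's own listing. *Slc12a1* and *Bub1* lost their call when genes of low signal were left out, and *Atp5e* when the probe sets of a gene were averaged. With *Z* scores over all probe sets, the calls of *Vim*, *Sox9*, *Cd68*, *Mpeg1*, *Mcam*, *Tagln*, *Sema3g*, *Trpv5* and *Bub1b* were lost too, besides those of *Hao2*, *Slc12a1*, *Bub1* and *Atp5e*.

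**Figure D2:**
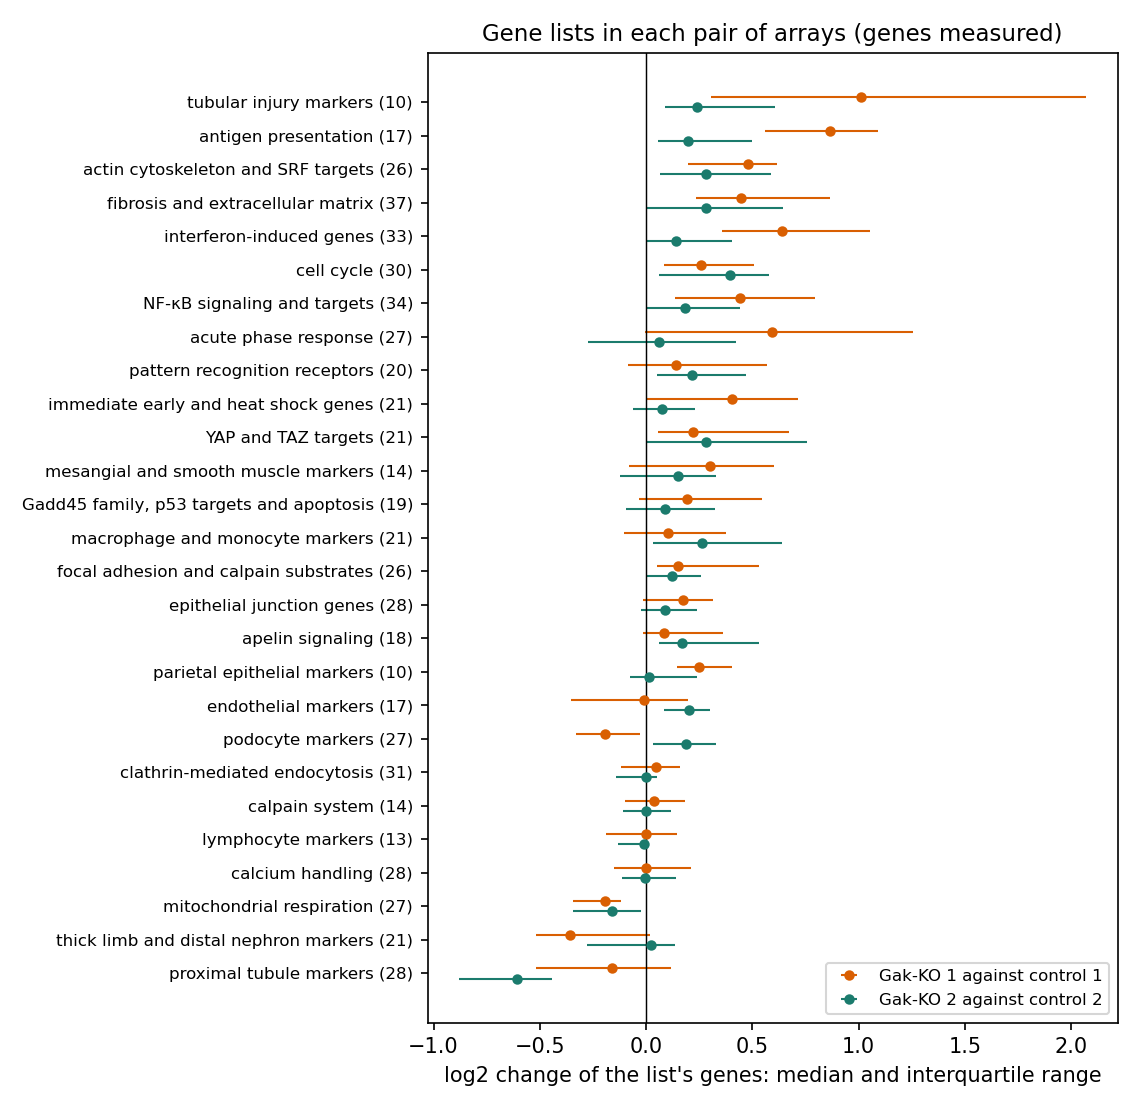
Log2 change (*Gak*-KO minus control) of the genes of 27 lists, with the number of genes measured. Points are medians and bars interquartile ranges over genes, orange for pair 1 and green for pair 2. The podocyte list lies at -0.19 in pair 1 and 0.19 in pair 2.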

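Of 37 measured genes of fibrosis and the extracellular matrix, 10 were higher in *Gak*-KO glomeruli by the *Z*-ratio criterion, 0 were lower and 27 did not pass (median log2 change of 0.45 in pair 1 and 0.28 in pair 2). *Tgfb2*, a profibrotic growth factor, changed by 1.20 (SE 0.18), its target *Ccn2*, which encodes connective tissue growth factor, by 1.10 (SE 0.10), and *Fn1*, which encodes fibronectin, by 1.06 (SE 0.25). Of 18 genes of apelin signaling, 3 were higher (median log2 change of 0.09 in pair 1 and 0.17 in pair 2), *Apln*, the gene of the ligand, by 1.14 (SE 0.18) beside *Tgfb2* and *Ccn2*. Of 27 acute phase genes, 5 were higher (median log2 change of 0.59 in pair 1 and 0.06 in pair 2). Besides *Lcn2* and *Fn1* they included *Osmr*, the oncostatin M receptor, at 1.06 (SE 0.21) and *Serping1*, the C1 inhibitor, at 0.82 (SE 0.19). *Serping1* changed by 1.12 and 0.51 in pairs 1 and 2, and *Fn1* by more in pair 1 than in pair 2, where its change was 0.65.

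Genes of immune pathways stand here for the neuroinflammation pathway, whose members are not given. Of 33 interferon-induced genes, 4 were higher (median log2 change of 0.64 in pair 1 and 0.14 in pair 2), with *Gbp3* at 1.13 (SE 0.33) and *Irgm2* at 1.10 (SE 0.33), both GTPases of host defense. Of 17 genes of antigen presentation, 5 were higher (median log2 change of 0.86 in pair 1 and 0.20 in pair 2). The MHC class I genes *H2-K1* and *H2-Q4* changed by 1.18 (SE 0.28) and 1.13 (SE 0.17), and the peptide transporter *Tap1* by 1.17 (SE 0.27). *H2-Ab1* had *Z*-ratios of 9.41 and 1.99, close to the limit in pair 2, and did not pass when genes of low signal were left out, nor did *H2-Q4* when the probe sets of a gene were averaged. Of 20 pattern recognition receptor genes, 1 was higher (median log2 change of 0.14 in pair 1 and 0.22 in pair 2), *Tlr1* by 0.65 (SE 0.10). *Tlr5* had a change of 1.02 (SE 0.27) and *Tlr4* one of 0.63 (SE 0.15), and neither passed in both pairs. The changes in pairs 1 and 2 were 1.69 and 0.57 for *Gbp3*, 1.68 and 0.53 for *Irgm2*, 1.65 and 0.71 for *H2-K1* and 1.63 and 0.71 for *Tap1*.

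With camera at the preset correlation, the adjusted p was 3.87e-13 for fibrosis, 0.000809 for apelin signaling, 0.000241 for the acute phase, 3.55e-11 for interferon-induced genes, 1.17e-08 for antigen presentation and 7.80e-05 for pattern recognition (adjusted p = 0.424, 0.424, 0.532, 0.424, 0.457 and 0.424 with an estimated correlation). In limma adjusted over the list alone, 7 fibrosis genes and 3 apelin genes passed and 0 of the other lists. Supplemental Table 1 holds 6 of the fibrosis, 3 of the apelin, 5 of the acute phase, 4 of the interferon, 4 of the antigen presentation and 2 of the pattern recognition genes measured, so these counts are not independent of it. The calls of *Fn1*, *Serping1*, *Gbp3*, *Irgm2*, *H2-Ab1* and *Tlr1* were lost with *Z* scores over all probe sets, and *Tlr4* and *Tlr5* passed on a robust scale. On the same arrays, 2 of 21 macrophage and monocyte genes were higher and 6 of 28 proximal tubule genes were lower by the criterion. Those 6 are all in Supplemental Table 1. Of 14 mesangial and smooth muscle genes, some of which are also in the fibrosis list, 2 were higher.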

Analysis of the DEGs in these signaling pathways revealed the dysregulation of epithelial adherens junction signaling (19), actin cytoskeleton signaling (20), NF-κB signaling (21), and fibrosis pathway (22, 23) — all pathways regulated by calpain proteases. This suggested that calpain-1/calpain-2 may play a contributory role in this process. Therefore, we next isolated enriched primary podocytes using Rosa *Dtr^fl/fl^* mice, to obtain greater than 98% purity of primary podocytes after the addition of diphtheria toxin. 

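By the *Z*-ratio criterion, 5 of 26 measured genes of the actin cytoskeleton and of serum response factor targets were higher in *Gak*-KO glomeruli, 0 were lower and 21 did not pass (median log2 change of 0.48 in pair 1 and 0.28 in pair 2). Besides *Abra* and *Tagln* they included *Actn1*, which encodes alpha-actinin-1, at 0.81 (SE 0.11) and *Pdlim7*, a scaffold of actin filaments, at 0.83 (SE 0.11). Of 26 genes of focal adhesions and calpain substrates, 4 were higher and 0 lower (median log2 change of 0.15 in pair 1 and 0.12 in pair 2), among them the integrin chains *Itga2*, at 1.01 (SE 0.14), and *Itga5*, at 0.60 (SE 0.10), and filamin A (*Flna*), at 0.62 (SE 0.12). The calpain substrates talin (*Tln1*), vinculin (*Vcl*) and paxillin (*Pxn*) had log2 changes of 0.16, 0.38 and -0.20 (SE 0.10, 0.12 and 0.11), none of them past the criterion. Of 28 genes of epithelial junctions, 2 were higher and 0 lower (median log2 change of 0.17 in pair 1 and 0.09 in pair 2). These were *Snai2*, a repressor of junction genes, at 0.67 (SE 0.11) and *Tuba1a*, an alpha-tubulin, at 0.90 (SE 0.11). *Cldn1* and *Cldn10*, which encode claudins of tight junctions, had changes of 0.27 and 1.19 and of -0.52 and -1.12 in pairs 1 and 2 and did not pass. Of 21 targets of the stretch-responsive regulators YAP and TAZ, 5 were higher (median log2 change of 0.22 in pair 1 and 0.28 in pair 2), among them *Ankrd1*, *Ccn1*, *Ccn2* and *Tgfb2*.

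The adjusted p from camera at the preset correlation was 3.55e-11 for the actin list, 1.54e-05 for focal adhesions, 0.00289 for junctions and 3.63e-08 for YAP and TAZ targets (adjusted p = 0.424, 0.424, 0.424 and 0.424 with an estimated correlation). In limma adjusted over the list alone, 7 actin genes and 5 YAP and TAZ targets passed, and 0 of the focal adhesion and 0 of the junction genes. Supplemental Table 1 holds 3, 2, 3 and 4 of the measured genes of these 4 lists, in the same order, so the counts are not independent of it. By the same criterion, 6 of 28 proximal tubule genes were lower, all 6 of them in Supplemental Table 1. Of 14 mesangial and smooth muscle genes, some of which are also in the actin list, 2 were higher. *Flna* and *Tagln* lost their call when genes of low signal were left out, and *Tuba1a* when the probe sets of a gene were averaged. Over all probe sets, *Pdlim7*, *Itga5* and *Snai2* lost theirs as well, as did *Flna*, *Tagln* and *Tuba1a*, and on a robust scale *Cldn10* passed.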

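The transcripts of the calpain system itself were not past the *Z*-ratio criterion. Of 14 measured genes of calpains, their small subunits and calpastatin, 0 were higher and 0 lower (median log2 change of 0.04 in pair 1 and 0.00 in pair 2, adjusted p = 0.589 from camera at the preset correlation and 0.711 with an estimated correlation). *Capn2*, the catalytic subunit of calpain-2, had a log2 change of 0.22 (SE 0.10), *Capns1*, the regulatory subunit of both calpains, one of 0.15 (SE 0.11), and *Cast*, which encodes their inhibitor calpastatin, one of 0.12 (SE 0.10). *Capn1* shares its probe set with another gene and was not analysed here. The largest changes in the list were those of *Capn6*, at -0.45 (SE 0.14), and *Capn5*, at 0.34 (SE 0.10), and *Capns2* was at -0.19 (SE 0.16). Of 28 genes of calcium handling, 1 was higher, *Trpv5*, whose call was lost over all probe sets, and 0 were lower (median log2 change of 0.00 in pair 1 and -0.01 in pair 2, adjusted p = 0.687 at the preset correlation). The calcium channel *Trpc6* had a change of -0.19 (SE 0.11), and *Atp2b1*, *Itpr3* and *Agtr1a* had changes of 0.31, 0.35 and -0.29, without passing. When 1 array or pair was left out, the direction turned for *Capn6* (0.18 without *Gak*-KO 1), *Cast* (-0.04 without control 1, -0.02 without *Gak*-KO 2) and *Capns2* (0.04 without pair 2) and for *Trpc6* (0.03 without *Gak*-KO 1) and *Itpr3* (-0.13 without control 1, -0.05 without *Gak*-KO 2). The fits with 1 array left out ignore the pairing, so their values also hold the difference between arrays 1 and 2. In limma adjusted over the list alone, 0 genes of either list passed. The arrays measure RNA and not the activity of the proteases. From the dysregulated junction, actin, NF-κB and fibrosis pathways, which it describes as regulated by calpain proteases, the paper proposes that calpain-1 and calpain-2 may contribute. A calpain protease pathway was itself among the top ones of its pathway analysis. Its further evidence includes raised basal calcium in *Gak*-KO podocytes, and raised calpain-1 and calpain-2 activity in podocytes, glomeruli and urine. It also reports cleavage of IκBα and talin1 in *Gak*-KO podocytes, which was reduced without *Capns1*. Disease was milder with a calpain inhibitor or without podocyte *Capns1*.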

Because calpain is a calcium-dependent, nonlysosomal cysteine protease, we assayed intracellular calcium concentration with Fluo-4 AM. Compared with control, *Gak*-KO podocytes displayed a striking increase in basal calcium concentration levels (representative tracings in Figure 4C and quantified in Figure 4D). Last, *Gak*-KO mice had increased calpain-1/-2 activities in the podocytes, glomeruli, and urine (Figure 4, E–G), which mirrors similar findings in human FSGS patients (13, 15). These results suggest that increased podocyte calpain-1/-2 activities may play a prominent role in the progression of glomerular dysfunction observed in the *Gak*-KO mice.

### Calpain inhibitor treatment reduces albuminuria and progression of glomerular injury.

Next, we examined whether inhibition of the aberrant calpain activation would stabilize albuminuria and mitigate the progression of glomerular injury. *Gak*-KO mice were treated with calpain inhibitor III (CI) starting at 2 weeks of age, when the mice displayed evident albuminuria. CI is a potent, cell-permeable pharmacological compound specifically inhibiting calpain-1/-2. The treatment resulted in a striking reduction in albuminuria (Figure 5A). Furthermore, previously observed elevations of plasma creatinine were also mitigated in the treated *Gak*-KO mice (Figure 5B). The mutant mice treated with CI also displayed increased survival (Figure 5C) and maintenance of body weight (data not shown) when compared with the untreated *Gak*-KO mice. Moreover, compared with *Gak*-KO mice, following CI treatment, the kidneys were grossly normal without corrugation or fibrotic appearance (Figure 5D). Furthermore, histological analysis showed improvement in glomerulosclerosis (Figure 5E, quantified in Figure 5F), tubular dilation, and interstitial fibrosis (Figure 5G, quantified in Figure 5H) in the *Gak*-KO mice treated with CI. Transmission electron microscopy analyses demonstrated reduced foot process effacement in the *Gak*-KO mice treated with CI when compared with untreated mutant mice (Figure 5I and quantified in Figure 5J). No observed side effects in mice were observed following treatment with CI in controls.

To evaluate whether calpain-1/-2 activation was also observed in a murine podocyte injury model, we injected anti-murine GBM rabbit antiserum (nephrotoxic serum, NTS) (23) into 8-week-old control mice. There was a marked increase in calpain-1/-2 activities in the isolated glomeruli (Supplemental Figure 2A) and urine samples in NTS-treated mice (data not shown) after 7 and 14 days compared with vehicle-treated control mice. Administration of CI starting 2 days post-NTS markedly reduced glomerular calpain-1/-2 activities (Supplemental Figure 2B), albuminuria (data not shown), mesangial matrix accumulation, and tubulointerstitial injury (Supplemental Figure 2, C and D, and quantified in Supplemental Figure 2, E and F). These results indicate inhibition of elevated calpain-1/-2 activities may be beneficial following podocyte injury.

### Loss of Capns1 in podocytes improves glomerulosclerosis and tubulointerstitial injury in the Gak-KO mice.

To further clarify the mechanism and site of action of the CI in this model of inhibition of podocyte-associated calpain-1/-2 activities, we next crossed the *Capns1^fl/fl^* mice with the *Pod-Cre-Rosa-Dtr^fl^* mice to generate a podocyte-specific *Capns1*-deletion mouse (*Capns1*-KO), which was confirmed by Western blot and immunofluorescence (Supplemental Figure 3, A–C). *Capns1*-KO mice were devoid of any kidney phenotype for greater than 18 months of age as characterized by urine albumin, plasma creatinine, and kidney histology in comparison with littermate controls (data not shown). We next examined whether loss of *Capns1* could rescue podocyte injury in the *Gak*-KO mice, by generating podocyte-specific *Gak*/*Capns1*–double knockout (*Gak*/*Capns1*-DKO) mice. We initially confirmed that loss of podocyte-associated *Capns1* reduced calpain-1/-2 activities in the *Gak*-KO mice podocytes (Figure 6A) and in the urine (Figure 6B). Phenocopying what was found in the inhibitor studies, we observed improved urinary albumin/creatinine ratios (Figure 6C), kidney function (Figure 6D), body weight (Figure 6E), and survival (Figure 6F), when compared with the *Gak*-KO mice. Histological analysis in the *Gak/Capns1*-DKO mice revealed a reduction in glomerulosclerosis (Figure 6G and quantified in Figure 6H) and tubulointerstitial injury (Figure 6I and quantified in Figure 6J). Ultrastructural examination also demonstrated reduced foot process effacement in the *Gak/Capns1*-DKO mice (Figure 6K and quantified in Figure 6L). To further validate the protective role of the loss of podocyte-associated *Capns1*, we induced NTS nephritis (23) using control and *Capns1*-KO mice. Following NTS injection, reductions in albuminuria (Supplemental Figure 4A) and podocyte injury (Supplemental Figure 4B and quantified in Supplemental Figure 4C) were observed in mice lacking *Capns1* in their podocytes. These results demonstrate that following loss of *Gak*, mitigating calpain-1/-2 activation in a podocyte-specific manner may prove to be beneficial in reducing progression of glomerular disease.

### Loss of Capns1 results in increased GADD45B expression and IκBα cleavage.

To further investigate the downstream mechanisms that are regulated by calpain-1/-2 activation, we revisited the microarray data from our *Gak*-KO mice glomeruli samples. We confirmed by reverse transcriptase PCR that 25 genes with *Z*-ratios greater than 2 were potentially associated with podocyte function and cellular maintenance based on the publications and network information available. Of these 25 genes, *Gadd45b* was highly upregulated in *Gak*-KO mouse glomeruli compared with littermate control glomeruli (Supplemental Figure 5). 

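On the arrays, the genes that Supplemental Figure 5 shows by reverse transcriptase PCR had the following values (n = 2 arrays per group). *Gadd45b*, a stress-induced gene of growth arrest and DNA damage, had a log2 signal of 6.74 and 6.62 on the control arrays and 7.49 and 7.76 on the *Gak*-KO arrays. This is a log2 change of 0.95 (SE 0.14), a 1.93-fold increase, with *Z*-ratios of 2.45 and 4.64 in pairs 1 and 2. *Ankrd1* had *Z*-ratios of 6.12 and 7.41, *Abra* of 4.33 and 9.54, *Anxa1* of 3.05 and 7.15, *Fn1* of 4.87 and 2.61 and *Itga2* of 3.98 and 3.32. *Bcl3*, a member of the IκB family, changed by 1.07 (SE 0.11), with *Z*-ratios of 3.82 and 4.01. *Serpinb6b* changed by 1.04 (SE 0.10), with *Z*-ratios of 3.38 and 4.23, and its relative *Serpinb6a* had a change of -0.26 (SE 0.13) and did not pass. Of the genes that were lower, *Kap* had *Z*-ratios of -7.80 and -5.12 and *Slc22a22* of -3.14 and -4.64. *Egf*, a growth factor made in the thick limb and distal tubule, had *Z*-ratios of -3.47 and -0.356 and did not pass in pair 2. It is also named on a probe set shared with another gene, which was left out. *Gapdh*, the internal control of the PCR, had a log2 change of -0.08 (SE 0.10) on the arrays. In all, 102 genes had *Z*-ratios above 2 in both pairs. The adjusted p from limma was 0.833 for each of the genes that passed the criterion. With *Z* scores over all probe sets, *Gadd45b* had a *Z*-ratio of 1.73 in pair 1 and *Fn1* one of 1.85 in pair 2, and neither passed.

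**Figure D3:**
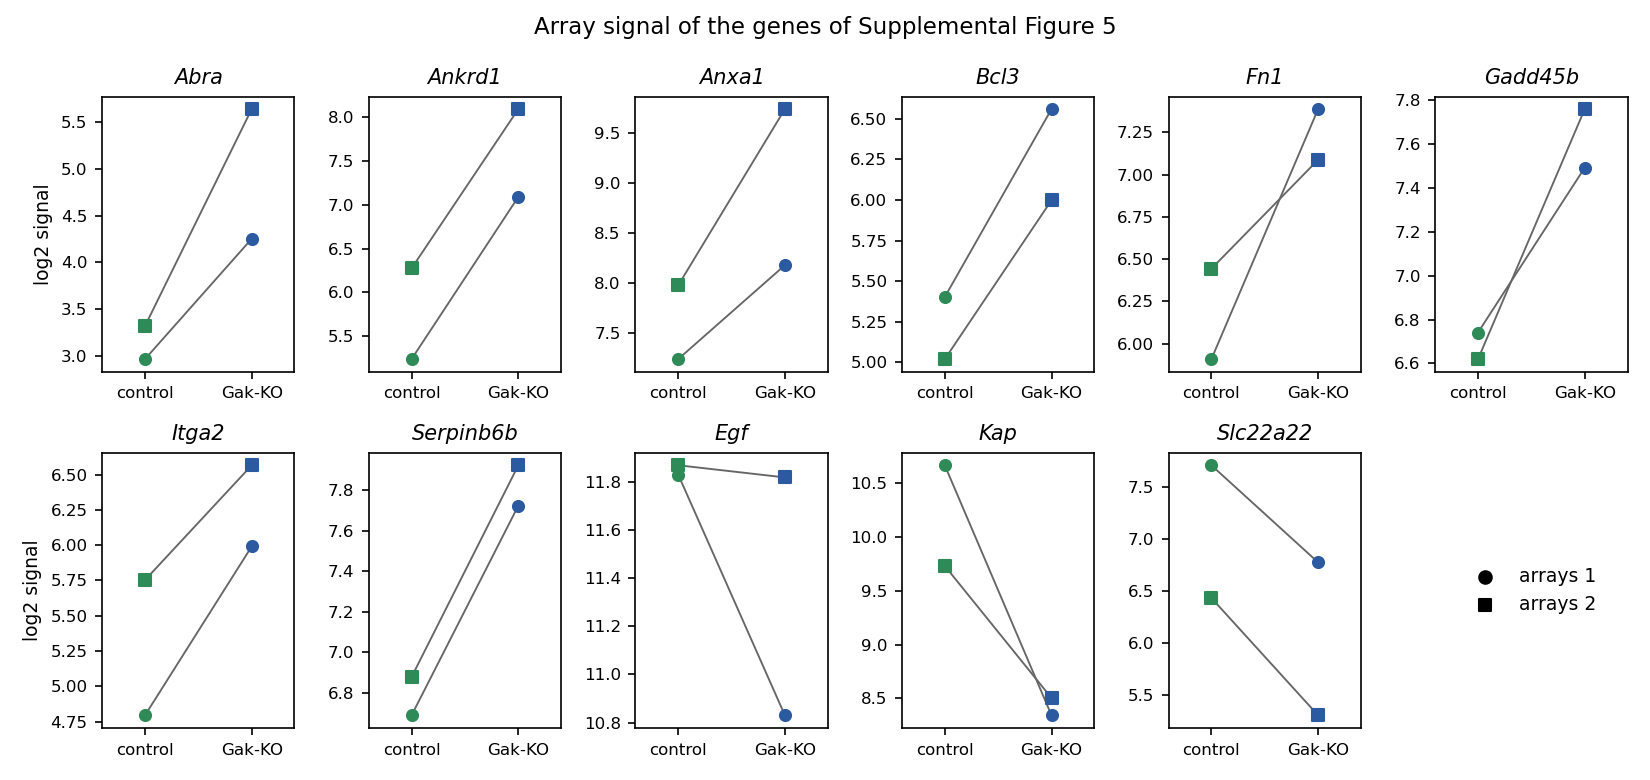
Log2 signal on the control arrays (green) and *Gak*-KO arrays (blue) of 11 genes of Supplemental Figure 5. Circles are arrays 1, squares arrays 2, and lines join the arrays of a pair. *Gadd45b* lies higher and *Kap* lower on the *Gak*-KO array of both pairs.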

The increased expression of GADD45B in *Gak*-KO primary podocytes was confirmed initially by Western blot and was mitigated in the *Gak*/*Capns1*-DKO podocytes (Figure 7A and quantified in Figure 7B). Immunofluorescence also demonstrated increased podocyte GADD45B expression both in *Gak*-KO mouse glomeruli (Figure 7C and quantified in Figure 7E) and in biopsies from human FSGS patients (Figure 7D and quantified in Figure 7F) when compared with control kidney samples. 

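In glomerular RNA of *Gak*-KO mice, 5 of 34 measured genes of NF-κB signaling and its targets were higher than in control mice by the *Z*-ratio criterion and 0 were lower. The list had a median log2 change of 0.44 in pair 1 and 0.18 in pair 2, with 24 of its genes higher in both pairs and 2 lower in both. Its called genes were *Cxcl10*, *Lcn2*, *Bcl3*, *Gadd45b* and *Tnfaip3*, an inhibitor of the pathway, which had a log2 change of 0.68 (SE 0.14). With *Z* scores over all probe sets, *Gadd45b* lost its call. *Rela*, which encodes p65, had a log2 change of 0.46 (SE 0.10) and *Z*-ratios of 1.28 and 1.98, of which only that of pair 2 lies beyond the limit. *Nfkbia*, which encodes IκBα and is itself a target of NF-κB, had a change of 0.49 (SE 0.18) and *Z*-ratios of 2.48 and 0.822, and did not pass in pair 2. The preset camera test gave the list an adjusted p of 1.81e-10 (adjusted p = 0.426 with an estimated correlation). In limma adjusted over the list alone, 2 genes passed, against 0 adjusted over all genes. Supplemental Table 1 lists 5 of the genes measured, so the count is not independent of it. The arrays measured whole glomeruli and not podocytes alone. In them, 2 of 21 macrophage and monocyte genes were higher and 6 of 28 proximal tubule genes were lower. Those 6 are all in Supplemental Table 1.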

To next examine how GADD45B expression was increased following podocyte injury, we revisited our IPA bioinformatic analysis on mouse glomeruli samples, which indicated a dysregulated NF-κB signaling pathway in the *Gak*-KO mice. IκBα is an important calpain substrate, and proteolysis of IκBα results in NF-κB activation (24–26), which in turn has been shown to induce increased *Gadd45b* expression (27). Western blot results demonstrated a marked cleavage of IκBα in *Gak*-KO podocytes compared with littermate control podocytes; this effect was attenuated in the *Gak/Capns1*-DKO podocytes (Figure 7G). NF-κB p65 binds to the *Gadd45b* promoter to induce its expression (25). A chromatin immunoprecipitation (ChIP) assay demonstrated an increased binding of phospho-NF-κB p65 to the *Gadd45b* promoter in *Gak*-KO podocytes when compared with the control podocytes (Figure 7H). In *Gak*-KO primary podocytes, we also noted increased NF-κB p65 activity (Figure 7I) as well as increased phosphorylation of NF-κB p65 (Ser536) (Figure 7J), which was attenuated in the *Gak/Capns1*-DKO podocytes. These results suggest that loss of *Gak* in podocytes potentiates calpain-1/-2 activities, which induces the NF-κB signaling pathway through calpain-mediated IκBα cleavage, resulting in a subsequent increase in GADD45B expression.

### Loss of Gadd45b results in reduced albuminuria, kidney failure, and glomerulosclerosis.

To determine the role of *Gadd45*b in *Gak*-KO mice, we next generated *Gak*/*Gadd45b*-DKO mice. Compared with *Gak*-KO mice, we observed a striking reduction in albuminuria (Figure 8A), kidney failure (Figure 8B), glomerulosclerosis (Figure 8C and quantified in Figure 8E), tubulointerstitial injury (Figure 8D and quantified in Figure 8F), and foot process effacement in *Gak*/*Gadd45b*-DKO mice (Figure 8H and quantified in Figure 8I). The *Gak*/*Gadd45b*-DKO mice also displayed prolonged survival (Figure 8G) and maintained their normalized body weight (data not shown). These results recapitulated the observed protective effects of deleting *Capns1* in *Gak*-KO podocytes, suggesting that like calpain, *Gadd45b* also has a kidney disease–promoting role in *Gak*-KO podocyte mice.

### Loss of Capns1 in podocytes improves the disorganized cytoskeletal structure and adhesion in the Gak-KO mice.

Aberrant calpain activation has been shown to dysregulate important actin-related molecules, such as talin, vinculin, paxillin, and focal adhesion kinase (28, 29). It has been postulated that podocyte injury results in foot process effacement through actin rearrangement (30). The immunoblotting results showed a marked cleavage of talin1 in *Gak*-KO podocytes that was mitigated in the *Gak/Capns1*-DKO podocytes (Figure 7F, middle panel). Immunostaining with phalloidin (F-actin) in *Gak*-KO podocytes showed significantly disorganized actin stress fibers. This aberration was significantly improved in *Gak/Capns1*-DKO podocytes (Figure 9A and quantified in Figure 9B).

Because podocyte adherence to the GBM is critical to maintain a functioning glomerular filtration barrier (31), we next questioned whether the loss of *Gak* affects the adherence properties using cultured primary podocytes. *Gak*-KO podocytes demonstrated decreased adhesion compared with podocytes from littermate controls. This adhesion phenotype was rescued by concurrent *Capns1* deletion in the *Gak*-KO podocytes (Figure 9C). Similarly, the loss of *Gadd45b* in the *Gak/Gadd45b*-DKO rescued the Gak-KO phenotype adhesion defect (Figure 9D). The podocyte density in *Gak*-KO mice kidney sections was next determined by staining for WT1, a podocyte-specific cell marker, and imaged via immunofluorescence to quantify total podocyte number in the control, *Gak*-KO, *Gak/Capns1*-DKO, and *Gak*/*Gadd45b*-DKO mice. The results demonstrated a marked decrease in WT1-positive podocytes in the *Gak*-KO mouse glomeruli when compared with the control conditions. Despite this, total podocyte numbers were significantly higher in both the *Gak/Capns1*-DKO and *Gak*/*Gadd45b*-DKO mice (Figure 9, E and F).

## Discussion

Previous studies, including ours, have suggested the importance of the clathrin-mediated endocytic pathway in maintaining the integrity of the glomerular filtration barrier (1, 32–35). In order to examine the clinical relevance of endocytosis in human disease, we probed a human database, Nephroseq, and discovered that decreased glomerular expression of clathrin-mediated endocytic pathways correlated with the reduction in GFR. We specifically examined Gak, an important mediator of clathrin coat removal, and used an unbiased screen to identify aberrant calpain activity. The inimical role of elevated calcium in podocytes has been implicated in the development and progression of glomerular kidney diseases (36, 37), and in line with these findings, elevated calcium levels in podocytes from *Gak*-KO mice had elevated calcium and increased calpain-1 and calpain-2 activation driving the injury phenotype. Administration of calpain-1/-2 inhibitors, or targeted deletion of the calpain-1/-2 heterodimer’s common regulatory domain, *Capns1*, reduced both podocyte injury and damage to the glomerular filtration barrier. Endocytosis can be controlled and triggered by calcium channels at the cell membrane and intracellular calcium concentrations (38, 39), suggesting that impairment in endocytosis induced by the loss of *Gak*, similar to the loss of *Dnm*1/2 inhibiting angiotensin II receptor type 1 internalization, results in the dysregulation of cytoplasmic calcium homeostasis (32) and following calpain activation, explaining the observed increase. However, it is unclear in our current study whether loss of podocyte-associated *Gak* directly leads to calpain activation because podocyte injury in itself increases calcium levels (37). Future studies will be needed to further define the exact mechanism. Another possible explanation of increased calpain-1/-2 activities could be the downregulation of the endogenous calpain inhibitor calpastatin (40). Moreover, calpeptin, a calpain inhibitor, markedly attenuates rat proteinuria induced by adriamycin administration in an experimental model for human FSGS (13). In podocytes, calpain has also been associated with endoplasmic reticulum stress-induced proteinuria (16), while urine samples from FSGS patients show a sharp increase in calpain activity compared with healthy controls (15). These findings concomitantly suggest that aberrantly increased calpain activity may drive kidney disease in rodent models and in humans by damaging the podocyte and disrupting glomerular filtration barrier integrity. Our results demonstrate that treatment with CI provided a striking improvement in the progression of kidney disease and in the life span in *Gak*-KO mice. Furthermore, treatment was effective in inhibiting podocyte injury following NTS-induced glomerular injury. In other organ systems, selective loss of *Capns1* in the pulmonary artery smooth muscle cells displays a protective effect in pulmonary hypertension and lung damage (22), suggesting that inhibiting this pathway may provide an avenue for novel therapeutics.

RNA profiling of *Gak*-KO mice glomeruli samples permitted investigation of the site of calpain activation. Genetic ablation of podocyte-associated calpain recapitulated the findings observed in the calpain inhibitor studies. 

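In the glomerular arrays, 3 of 19 measured genes of the Gadd45 family, of p53 targets and of apoptosis were higher in *Gak*-KO than in control mice and 0 were lower (median log2 change of 0.19 in pair 1 and 0.09 in pair 2). Beside *Gadd45b* they were *Tnfrsf12a*, the receptor of the cytokine TWEAK, at 1.34 (SE 0.25) and *Cdkn1a*, which encodes the cell cycle inhibitor p21, at 0.77 (SE 0.10). Over all probe sets, *Gadd45b* and *Cdkn1a* lost their calls. *Bbc3*, which encodes the proapoptotic protein PUMA, had log2 changes of 0.66 and 0.00 in pairs 1 and 2 and did not pass. *Mapk14*, which encodes p38α, a kinase downstream of Gadd45 proteins, had a log2 change of -0.14 (SE 0.11) and did not pass. With 1 array left out, in limma without the pairing, the direction turned for *Mapk14* (0.49 without control 1, 0.60 without *Gak*-KO 2) and *Bbc3* (-0.10 without *Gak*-KO 1). Within pairs 1 and 2, *Mapk14* changed by -0.02 and -0.25, and its signals on controls 1 and 2 were 7.85 and 6.60. The adjusted p of the list was 0.00173 from camera at the preset correlation (adjusted p = 0.424 with an estimated correlation), and 0 genes passed in limma adjusted over the list alone. Supplemental Table 1 lists 2 of the measured genes, so the list is not independent of it. On these arrays 6 of 28 proximal tubule genes were lower by the *Z*-ratio criterion, all 6 of them in Supplemental Table 1.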

Our microarray data also demonstrated that *Gadd45b* may also play a role downstream of calpain activity. Previous analysis of the baseline podocyte translational profile, using the translating ribosome affinity purification technique on *Actn4^–/–^* mice with FSGS, demonstrates significantly upregulated *Gadd45b* expression (41). Overexpression of zebrafish *Gadd45b* in podocytes has previously been shown to accelerate proteinuria, foot process effacement, and podocyte apoptosis, via the P38 activation pathway (42). Further, the loss of Dicer in mice also causes progressive glomerulosclerosis and kidney failure, with a marked increase in *Gadd45b* expression as identified by microarray analyses of injured podocytes (43). Such findings indicate that increased *Gadd45b* may potentially be involved in podocyte injury. In line with these findings, our results show that loss of *Gadd45b* in the *Gak*-KO mice improved albuminuria and kidney function.

The dysregulated NF-κB signaling pathway may play a critical role because 3 NF-κB binding sites in the *Gadd45b* promoter region can mediate transcriptional activation (27). Among NF-κB subunits, RelA/p65 was observed to be sufficient to activate *Gadd45b* expression (27, 44). Loss of podocyte *Gak* resulted in an increase in phospho-NF-κB p65 bound to the *Gadd45b* promoters, as revealed by ChIP assay. Simultaneous deletion of *Gak* and *Capns1* strongly reduced phospho-NF-κB p65 binding to the *Gadd45b* promoters, suggesting that increased NF-κB p65 activity in the podocyte contributed to the increase in *Gadd45b* expression. Interestingly, constitutional activation of the NF-κB p65 pathway in murine podocytes has been implicated to induce glomerulosclerosis, proteinuria, and progressive kidney failure (45). IκBα is one of the most important substrates of calpain-1/-2; its cleavage and degradation is required for consequent NF-κB translocation to the nucleus (24, 26, 46). In *Gak*-KO mice podocytes, we found increased NF-κB p65 activity and a striking increase in IκBα cleavage; these phenotypes were summarily abrogated by loss of podocyte-associated *Capns1*. Given these findings, we posit that the improvement of glomerulosclerosis and kidney function observed following podocyte-specific deletion of *Capns1* is partially associated with the restoration of IκBα, which in turn inhibits the overactivated NF-κB p65/GADD45B pathway. Proper podocyte adhesion and an intact actin cytoskeleton are critical in maintaining a functional glomerular filtration barrier. Podocyte-specific deficiency in *Gak* appears to reduce podocyte numbers and adhesion, phenotypes that were rescued by the loss of podocyte-specific *Gadd45b* and *Capns1*, respectively. Previously, *Trpc6*-KO podocytes with diminished calpain activity have been observed to have reduced podocyte detachment compared with those podocytes with higher calpain activity (12). Calpain activity has also been implicated to regulate actin cytoskeletal dynamics by targeting many cytoskeleton-associated substrates, including talin (28), paxillin (28), vinculin (47), focal adhesion kinase (28), and integrins (48). Podocyte-specific deficiency in *Gak* also showed dramatic disorganization of the F-actin cytoskeleton.

In summary, we provide evidence that the reduction of human glomerular expression of *Gak* correlates with the decrease in GFR in patients with CKD. We also demonstrated that *Gak* is required in maintaining the integrity of the glomerular filtration barrier using a podocyte-specific loss of this gene. We lastly revealed that podocyte-associated calpain-1/-2 activations orchestrate kidney injury through the NF-κB p65/GADD45B pathway, resulting in podocyte loss. These findings motivate further studies to investigate the different contributions of podocyte-associated calpain 1 versus calpain 2 activity in the pathogenesis of proteinuric kidney disease along with the mechanisms of how the loss of endocytosis leads to increased calcium. Identifying target-specific pathways will be paramount for potential future therapeutic targets in glomerular diseases that display aberrantly elevated calpain activity.

## Methods

### Antibodies, reagents, and plasmids.

Mouse anti-GAK antibody (Santa Cruz Biotechnology, catalog: sc-137066); rabbit anti-GAK antibody (Invitrogen, Thermo Fisher Scientific, catalog: PA5-15321); mouse anti–transducin-like enhancer of split 4 (TLE4) antibody (Santa Cruz Biotechnology, catalog: sc-365406); rabbit anti-IκBα (Santa Cruz Biotechnology, catalog: sc-371); rabbit anti–NF-κB p65 (Cell Signaling Technology, catalog: 8242); rabbit anti-GADD45B antibody (Abcam, catalog: ab105060); rabbit anti–phospho-NF-κB p65 (Ser536) (Cell Signaling Technology, catalog: 3033); rabbit anti-WT1 antibody (Abcam, catalog: ab89901); mouse anti-WT1 antibody (MilliporeSigma, catalog: 05-753); rabbit anti-CAPNS1 antibody (MilliporeSigma, catalog: HPA006872); guinea pig anti-nephrin antibody (Progen, catalog: GP-N2); mouse anti-talin1 antibody (Cancer Research Technology, clone: 97H6); rabbit anti–β-actin antibody (Cell Signaling Technology, catalog: 5174); Alexa Fluor 488–conjugated phalloidin (Invitrogen, Thermo Fisher Scientific, catalog: A12379); Alexa Fluor 594–conjugated phalloidin (Invitrogen, Thermo Fisher Scientific, catalog: A12381); Alexa Fluor 488–conjugated goat anti–mouse IgG antibody (Invitrogen, Thermo Fisher Scientific, catalog: A-11001); Alexa Fluor 594–conjugated goat anti–rabbit IgG antibody (Invitrogen, Thermo Fisher Scientific, catalog: A-11037); Alexa Fluor 594–conjugated goat anti–guinea pig IgG antibody (Invitrogen, Thermo Fisher Scientific, catalog: A-11076); DAPI/antifade solution (MilliporeSigma, catalog: S7113); mouse anti–mouse IgG horseradish peroxidase–conjugated (HRP-conjugated) antibody (Rockland, catalog: 18-8817-31); and rabbit anti–mouse IgG HRP-conjugated antibody (MilliporeSigma, catalog: AP160P) were purchased commercially. Cell culture media were purchased from Invitrogen, Thermo Fisher Scientific. Collagen type I was purchased from BD Biosciences. ChromPure rabbit IgG (catalog: 011-000-003) and complete Freud’s adjuvant (CFA) were purchased from Jackson ImmunoResearch Laboratories and MilliporeSigma, respectively. Fluorogenic calpain-1/-2 substrates (Succinyl-Leu-Tyr-AMC, AMC indicates 7-amino-4-methylcoumarin) were purchased from Calbiochem. Calpain activity assay kit was purchased from Abcam (catalog: ab65308). CI was purchased from Calbiochem (catalog: N-1535). Diphtheria toxin was from MilliporeSigma (catalog: D0564).

### Generation of mice.

*Gak^fl/fl^* mice on C57BL/6 background, in which essential coding exon 1 is flanked by *loxP* sites, were obtained in-house (NIH, Bethesda, Maryland, USA) (49). *Capns1^fl/fl^* mice on C57BL/6 background have essential coding exon 9 to exon 11 flanked by *loxP* sites (Queen’s University, Ontario, Canada) (50). *Gadd45b*^–/–^ mice on a C57BL/6 background were obtained in-house (Temple University, Philadelphia, Pennsylvania, USA) (51, 52). These mice were mated with the *Pod-Cre-Rosa-Dtr^fl^* mice with a DTR knockin on a C57BL/6 background, a gift from Lloyd Cantley (Yale University, New Haven, Connecticut, USA) (18) to generate *Gak^fl/fl^ Pod-Cre-Rosa-Dtr^fl^* (*Gak*-KO) mice, *CAPNS1^fl/fl^* *Pod-Cre-Rosa-Dtr^fl^* (*CAPNS1*-KO) mice, *Gadd45b^–/–^ Pod-Cre-Rosa-Dtr^fl^* (*Gadd45b*-KO) mice, *Gak^fl/fl^ Capns1^fl/fl^ Pod-Cre-Rosa-Dtr^fl^* (*Gak/Capns1*-DKO) mice, and *Gak^fl/fl^ Gadd45b^–/–^ Pod-Cre-Rosa-Dtr^fl^* (*Gak/Gadd45b*-DKO) mice. Cre-negative and *Gadd45b^+/+^* mice were used as controls. All generated mice were backcrossed more than 10 times before experiments. Genotyping by tail prep and PCR were performed at 2 days of age. The genotyping primer sequences were used as follows: *Cre* forward: 5′-ACAGCTCCACCAAGACACAG -3′; *Cre* reverse: 5′-TCCGGTTATTCAACTTGCACC-3′; *Dtr* forward: 5′-CACTGGATCTACGGACCAGC-3′; *Dtr* reverse: 5′-CGATTTTCCACTGGGAGGCT-3′; *Gak* forward: 5′-TGCCCTTTCAGCTCCCACACTCTTCTTCAC-3′; *Gak* reverse: 5′-GCAGCCAGCCTATGAGCCACAGACACTTAT-3′; *Capns1* forward: 5′-GAACTTCCAGGGGCCTTTGAG-3′; *Capns1* reverse1: 5′-GTTTGGTCTCAGGGCCCCAGC-3′; *Capns1* reverse2: 5′-GGTGGGGTGACCCTTCAGTAG-3′; *Gadd45b* forward1: 5′-GCTGTGGAGCCAGGAGCAGCA-3′; *Gadd45b* forward2: 5′-AAGCGCATGCTCCAGACTGCCTT-3′; and *Gadd45b* reverse: 5′-ATATGCAAGCGATCTGTCTTGCTCA-3′.

For the calpain-inhibitory experiment in vivo, CI (20 mg/kg body weight per day, i.p.) was injected into *Gak*-KO mice starting from 2 weeks old with evident albuminuria. The glomerular injury animal model induced by NTS (23) (Lampire Biological Laboratories) was performed as previously described in our laboratory (15). Briefly, 5 days after an i.p. injection of 250 μg of rabbit IgG (Jackson ImmunoResearch Laboratories) in 250 μL of 1:1 emulsion with CFA (MilliporeSigma), NTS (150 μL) was injected by i.v. for 3 days into control C57BL/6 mice at 8 weeks of age, with or without CI administration 2 days after NTS injection. Urine samples were collected at different time points for the determination of calpain-1/-2 activities and urine albumin concentration, respectively. The glomeruli samples were isolated for calpain-1/-2 activities assay, and kidney sections were prepared for the histological analysis.

### Biochemical measurements, including plasma creatinine, urine albumin, and urine creatinine.

Mouse urine samples were collected at various ages. Urine albumin levels were quantitated using an albumin ELISA quantitation kit according to the manufacturer’s protocol (Bethyl Laboratories Inc.), and the absorbance was read at 450 nm (Glomax multi detection system; Promega). Urine albumin and plasma creatinine levels were measured in duplicate for each sample at the time points above using a colorimetric quantification kit (Bioassay Systems) at an absorbance of 490 nm (iMark Microplate Absorbance Reader; Bio-Rad, model 550).

### Cell culture.

Isolation of podocytes from day 7 or day 14 in control mice and *Gak*-KO, *Capns1*-KO, and *Gak*/*Capns1*-DKO mice were performed as described previously in our laboratory (15). Two days after the glomerular cells were seeded on the collagen type I–coated cell culture dishes, medium containing diphtheria toxin (200 ng/mL) was changed every other day until all cells except primary podocytes were dead. The purity of primary podocytes was confirmed by WT1 staining, ensuring that the purity was greater than 98%. Primary podocytes of passage 1 or 2 were used in all experiments.

### Podocyte intracellular calcium concentration measurement.

The measurement of basal intracellular Ca^2+^ ([Ca^2+^]_i_) within the freshly isolated primary podocytes from both control mice and *Gak*-KO mice was performed as previously described with some modifications (53, 54). Briefly, primary culture podocytes were seeded in glass-bottomed, 35 mm dishes (No. 1.5 thickness, MatTek) that were coated with collagen type I and incubated with 2 μM Fluo-4 AM (acetoxymethyl) (excitation at 488 nm, emission at 520 nm) and 0.04% pluronic F127 (Invitrogen, Thermo Fisher Scientific) at 37°C in a 5% CO_2_ incubator for 15 minutes. The cells were washed with Hanks’ balanced salt solution (Gibco, Thermo Fisher Scientific) 3 times and incubated for 10 minutes at 37°C to allow cleavage of intracellular AM esters. The cells were replaced with an imaging buffer, containing 136 mM NaCl, 2.5 mM KCl, 2 mM CaCl_2_, 1.3 mM MgCl_2_ and 10 mM HEPES (pH 7.4). Images were taken in a time series (5 seconds per frame) by an Andor CSU-WDi spinning disc confocal microscope equipped with a Nikon Eclipse Ti-E CFI Plan Apochromat Lambda ×10 objective lens for 8 minutes. After recording the basal signal intensity for 1 minute (F), 10 μM ionomycin (Thermo Fisher Scientific, catalog: 124222) was applied and caused peak fluorescence (F_max_); this was then followed by quenching with 5 mM MnCl_2_ (F_min_) (MilliporeSigma, catalog: 244589). The Fluo-4 AM fluorescence signals within the podocyte were calculated using NIH ImageJ software and the [Ca^2+^]_i_ within each podocyte was calculated using the formula: [Ca^2+^]_i_ = *K_D_* (F – F_min_) /(F_max_ – F), where *K_D_* is the dissociation constant for Fluo-4 AM; F is the intensity at the baseline; and F_min_ and F_max_ are the intensities at the point of maximum Fluo-4 AM fluorescence signal after adding ionomycin and the minimum Fluo-4 AM fluorescence signal after quenching with MnCl_2_, respectively.

### Microarray of glomerular RNA and bioinformatics analysis.

Glomeruli were isolated from the kidney cortical tissue in the control mice and *Gak*-KO mice at 3 weeks of age using Dynabeads (Invitrogen, Thermo Fisher Scientific) perfusion and Percoll density gradient centrifugation (GE Healthcare) as previously described (15). The glomerular RNA was extracted using an RNeasy Plus Mini kit (QIAGEN), and that was sent to the Yale Center for Genome Analysis for microarray analysis on the Affymetrix mouse genome 430 2.0 platform.

The raw microarray gene expression signals were analyzed by the R Bioconductor package as previously described (55). Briefly, probes were mapped to gene symbols for each data set using the annotation file downloaded from the Affymetrix website; probes without annotations were discarded. The *Z*-ratio of each gene was calculated by comparing its expression in different samples. A *Z*-ratio value greater than 1.96 was considered indicative of DEGs and selected for further analysis; these were shown in a 2-dimensional hierarchical heatmap. 

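The *Z*-ratios of Supplemental Table 1 ran closely with those recomputed from the deposited signals. Of its genes, 117 were matched to a gene of the table, 109 by accession and 8 by symbol, and the others were not analysed here. Of the matched genes, 82 (70.1%) passed the criterion in the listed direction, 67 of 93 listed as higher and 15 of 24 listed as lower. The listed sign was found in both pairs for 116 of them. The exception is listed as *Tlr1* but carries the accession of *Tlr12*, whose *Z*-ratio in pair 2 was -0.107. Across the matched genes, the Pearson correlation was 0.967 between the 1st batch and pair 1 and 0.973 between the 2nd batch and pair 2. It was 0.809 and 0.784 with the pairs exchanged. These genes were selected for high *Z*-ratios in both batches and are not independent replicates. Beyond the matched genes, 83 genes passed here, 46 higher and 37 lower. Among them were *H2-Ab1*, *Vim*, *Tagln*, *Cdkn1a*, *Klk1b21* and *Rps6ka6*. The methods do not spell out the formula of the *Z*-ratio, so its usual form was used.

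**Figure D4:**
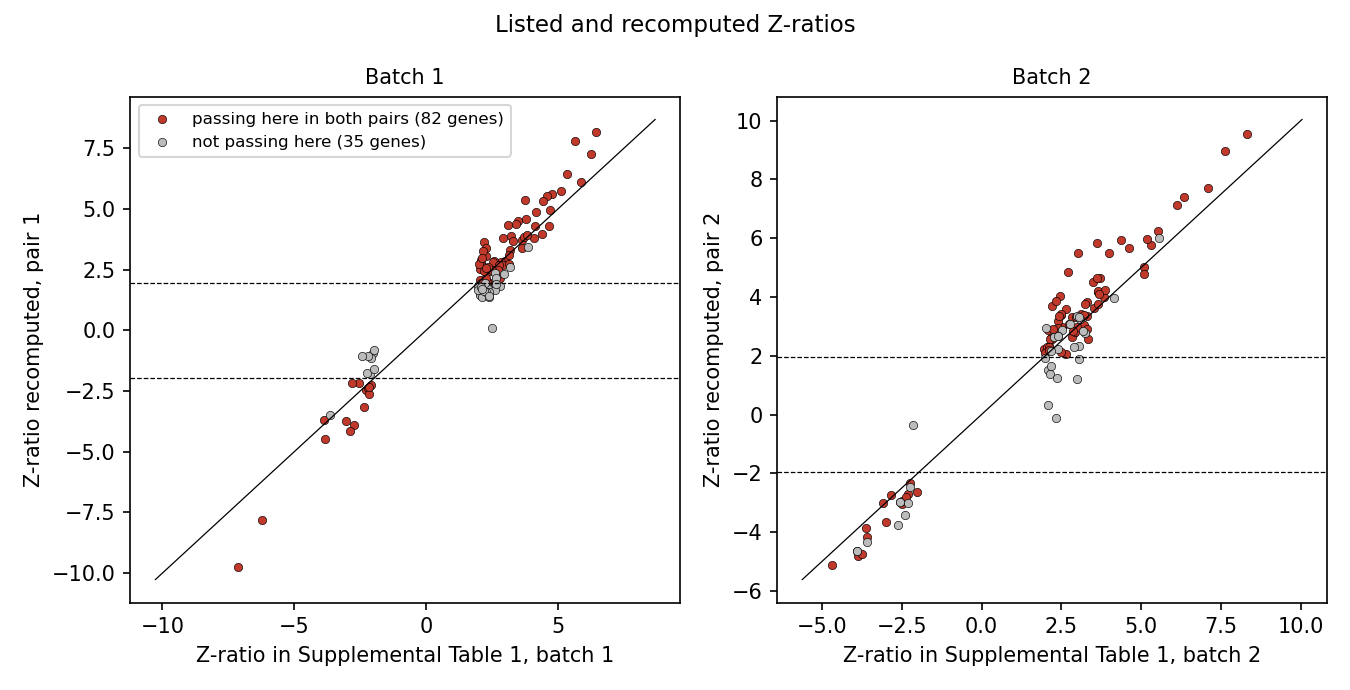
*Z*-ratios listed in Supplemental Table 1 (x axis, the paper's) and recomputed from the deposited signals (y axis) for 117 matched genes, 1st batch and pair 1 on the left, 2nd batch and pair 2 on the right. Red points passed here in both pairs, grey points did not, the solid line marks equal values and the dashed lines the limit of 1.96.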

The genes in the heatmap colored red and blue indicated the upregulated and downregulated genes, respectively. IPA (QIAGEN) was used to assess biological relations among the DEGs from control and *Gak*-KO mice (*n* = 6 mice) glomeruli microarray data sets. The pathway was generated by IPA on known signaling and metabolism pathways available. The Gene Expression Omnibus accession number is GSE158384.

### Quantitative PCR analysis.

Total RNA was extracted from the isolated glomeruli using an RNase kit (QIAGEN). The RNA concentration was measured by spectrophotometry NanoDrop ND2000c (NanoDrop Technologies, Thermo Fisher Scientific), and any sample with OD260/OD280 greater than or equal to 2.0 was used for the experiments. From each sample, 1 μg of RNA was used for reverse transcription to cDNA using a high-capacity cDNA synthesis kit following the manufacturer’s instructions (Applied Biosystems, Thermo Fisher Scientific). All quantitative PCR amplifications were performed using Power SYBR Green Master Mix with a 7300 AB real-time PCR machine (Applied Biosystems, Thermo Fisher Scientific). Mouse *Gapdh* gene expression was used as the internal control for each sample’s relative gene expression. The real-time PCR condition is as follows: 95°C for 3 minutes, then 95°C for 10 seconds and 58°C for 30 seconds, 40 cycles. The primer sequences are as follows: *Gapdh* forward 5′-TCACCACCATGGAGAAGGC-3′; *Gapdh* reverse 5′-GCTAAGCAGTTGGTGGTGCA-3′; *Serpinb6* forward 5′-GCTATTTGAGGCCAGAGCACAG-3′; *Serpinb6* reverse 5′-GGAGCTGTCTTCACCCAGTGTT-3′; *Anxa1* forward 5′-GATCAAGGCCGCGTACTTACA-3′; *Anxa1* reverse 5′-GCTGGAGTTTTTAGCATAGCCA-3′; *Gadd45b* forward 5′-TTGACATCGTCCGGGTATCAG-3′; *Gadd45b* reverse 5′-GTCTCGGGCTTCGGTTGTG-3′; *Abra* forward 5′-GCCAGGATCAAACGCCCCT-3′; *Abra* reverse 5′-GCTGCCACCTCCCTTTCAAGT-3′; *Itga2* forward 5′-TCCGGGCCTTCAAGTGAACA-3′; *Itga2* reverse 5′-CGGTTCTCAGGGAAGCCACT-3′; Ankrd1 forward 5′-TTGATGACCTTCGGTGCGGA-3′; Ankrd1 reverse 5′-GCTGGAGTTTTTAGCATAGCCA-3′; *Bcl3* forward 5′-CCGGAGGCCCTTTACTACCA-3′; *Bcl3* reverse 5′-GGAGTAGGGGTGAGTAGGCAG-3′; *Fn1* forward 5′-GGAGGCACTGCAGAACCAGA-3′; *Fn1* reverse 5′-TGGTTCAGGCCTTCGCTGA-3′; *Kap* forward 5′-AGTCTCCTCCGGCTTTCTGGA-3′; *Kap* reverse 5′-AGTAGGGGAGACTGGATTCCCA-3′; *Egf* forward 5′-TTGACAAGTGGCAGGAGGTC-3′; *Egf* reverse 5′-CACCCAAGAGTACAGCCGTGA-3′; *Gabrb3* forward 5′-CAATCTGGCTTTCCTGGACCCT-3′; *Gabrb3* reverse 5′-CAACAGCTTGTCGACCGTCTC-3′; *Slc22a22* forward 5′-AGACTTGCACCATTGGGTCAG-3′; and *Slc22a22* reverse 5′-CCATCATGCGGCATAGGACA-3′.

### Western blot.

Primary podocytes or freshly isolated glomeruli were lysed in lysis buffer containing 50 mM Tris-HCl (pH: 7.6), 500 mM NaCl, 0.1% SDS, 0.5% deoxycholate, 1% Triton X-100, 0.5 mM MgCl_2_, a protease inhibitor cocktail (Roche Diagnostics), and a phosphatase inhibitor cocktail (MilliporeSigma). Protein concentrations were quantified using a Bio-Rad protein assay. The equal 20 to 40 μg amounts of protein were denatured for 10 minutes at 95°C, and samples were loaded to each lane and separated by 4%–20% gradient SDS-PAGE gels and transferred to a PVDF membrane (MilliporeSigma). The membrane was blocked with 5% nonfat milk (American Bio) or 3% BSA (MilliporeSigma) in Tris-buffered saline and 0.05% Tween-20 (TBST) and incubated with appropriate primary antibodies at 4°C on a shaker overnight. After 3 washes with 1× TBST, the appropriate HRP-conjugated secondary antibodies were added, and signals were detected using enhanced chemiluminescence reagents (Bio-Rad). The blots were then exposed using Odyssey (LI-COR Biosciences). For quantification, densitometry was performed using the NIH ImageJ software.

### ChIP assay.

The ChIP assay was performed using anti–phospho-NF-κB p65 antibody with a SimpleChIP kit as per the manufacturer’s protocol (Cell Signaling Technology). Briefly, freshly isolated primary podocytes were cross-linked with 1% formaldehyde for 10 minutes. The chromatin of cells was extracted by sonication to generate chromatin fragments between 150 and 900 bp (Misonix sonicator). Immunoprecipitation of phosphorylated NF-κB p65–cross-linked chromatin was performed using magnetic Dynabeads coated in rabbit anti–phospho-NF-κB p65 antibody. Normal sheep anti–rabbit IgG was used as the control for nonspecific IgG binding. Coprecipitated DNA and input DNA were used for the analysis of the *Gadd45b* promoter region by reverse transcriptase PCR. The analysis was conducted by real-time PCR using SYBR Green qPCR Supermix. The final result was calculated as a ratio of each sample’s coprecipitated DNA and input DNA PCR signals. PCR primers were designed from previously published sequences for the promoter region of mouse *Gadd45b* gene, as follows, forward: 5′-ATGCACATCCCTTCTTTCAGAGC-3′; reverse: 5′-CGCGCGGGGTTTCCAG-3′ (27).

### Adhesion assay.

The adhesion assay with crystal violet staining was performed as previously described (15). Briefly, freshly isolated primary podocytes were trypsinized, and cells were counted by adding trypan blue using an automated cell counter (Logos Biosystems, Inc.; model: LUNA-FL). Equal amounts of the alive cells in each well were seeded on a 96-well plate coated with collagen type I (10 mg/mL) and allowed to attach for 2 hours at 37°C in a 5% CO_2_ humidified incubator. Nonadherent cells were removed by gentle washing with 1× PBS. It was followed by fixation in 95% ethanol for 20 minutes. Fixed cells were stained with 0.1% crystal violet (MilliporeSigma) for 15 minutes at room temperature, washed gently in distilled water 3 times in order to remove the unstained crystal violet, and lysed in 0.2% Triton X-100 for shaking until a uniform color was obtained. The absorbance of dissolved crystal violet was measured using a microplate reader at 595 nm (Bio-Rad).

### Calpain-1/-2 activities assay.

For freshly isolated primary podocytes or freshly isolated glomeruli, calpain-1/-2 activities were determined using a calpain activity assay kit (Abcam, catalog: ab65308) according to the manufacturer’s protocol with some modifications. Briefly, clarified podocyte lysate or homogenized glomeruli lysate (mixed with lysis buffer provided with the kit) were incubated with 80 μM fluorogenic calpain-1/-2 substrate (succinyl-Leu-Tyr-AMC, where AMC indicates 7-amino-4-methylcoumarin) (MilliporeSigma) and reaction buffer for 1 hour at 37°C in the dark. Upon cleavage of the substrate by calpain, the fluorogenic portion of AMC was detected at 365 nm excitation and 460 nm emission (Glomax Multi Detection System; Promega). Calpain-1/-2 activities in each sample were expressed as relative fluorescence units (RFUs) per milligram of protein per minute in the absence of CI, a specific inhibitor to the calpain-1/-2 activities, subtracted from the same sample in the presence of CI. For measuring calpain activity in urine samples, calpain-1/-2 activities in each sample were expressed as RFU/μg of urine creatinine concentration per minute in the absence of CI, subtracted from the same sample in the presence of CI.

*NF-κB p65activity assay*. The nuclei protein of freshly isolated podocytes was extracted using NE-PER nuclear and cytoplasmic extraction reagents (Thermo Fisher Scientific, catalog: 78835) according to the manufacturer’s protocol. NF-κB p65 activity of the nuclei protein sample was measured using the NF-κB p65 Transcription Factor Assay Kit (Abcam, catalog: ab133112) per the manufacturer’s protocol. The NF-κB p65 activity in each sample was expressed as absorbance units at 450 nm (OD)/μg of cell nuclei extract.

### Kidney histology and quantification.

Mice were anesthetized via i.p. injection of ketamine and xylazine, followed by perfusion fixation with 4% paraformaldehyde (with or without 2% glutaraldehyde) injected through the left ventricle. The 4 μm kidney sections were then analyzed for histopathology changes with a light microscope and ultrastructural changes with the TEM, respectively. Sections were sent to the Yale Pathology Core Tissue Service for H&E, PAS, and Masson’s trichrome staining. To assess glomerulosclerosis and renal tubulointerstitial lesions, kidney sections with Masson’s trichrome staining were assessed as previously described (15, 56). Briefly, the severity of glomerulosclerosis in each glomerulus was scored in a double-blinded manner as follows: 0 = no sclerosis; 1 = sclerosis of <10% of the glomeruli; 2 = sclerosis of 10%–25% of the glomeruli; 3 = sclerosis of 25%–50% of the glomeruli; 4 = sclerosis of >50% of the glomeruli. A total of 40 glomeruli of each mouse kidney tissue were examined as the PAS-stained section. To evaluate the renal tubulointerstitial lesions — defined as tubular dilation, tubular atrophy, cast formation, and interstitial fibrosis — 20 fields of each mouse kidney tissue were examined as Masson’s trichrome–stained sections. Semiquantitative analysis was scored as follows: 0 = no lesion; 1 = lesion of <10% of the areas; 2 = lesion of 10%–25% of the areas; 3 = lesion of 25%–50% of the areas; 4 = lesion of >50% of the areas. The number of foot processes in each capillary of the glomerulus and the thickness of GBM were measured using the NIH ImageJ software as previously described (15).

### Immunofluorescence staining.

Freshly isolated primary podocytes seeded on collagen type I–coated coverslips were washed with 1× PBS and fixed with 4% paraformaldehyde for 20 minutes at room temperature and then permeabilized with 0.1% Triton X-100 for 20 minutes at room temperature (RT). Human kidney biopsy paraffin-embedded sections were first deparaffinized with xylene and then hydrated with a decreasing gradient concentration of ethanol. For human kidney biopsy paraffin-embedded sections and mouse cryosections, antigen retrieval was performed with sodium citrate buffer (10 mM sodium citrate, 0.05% Tween-20, pH 6.0) at 95°C for 10 minutes. The 4 μm kidney sections or primary podocytes on the coverslips were blocked with 3% BSA in 1× PBS for 1 hour at RT, then incubated with the primary antibodies at 4°C overnight. The following day, slides were incubated with the appropriate Alexa Fluor 488– and/or Alexa Fluor 594–conjugated secondary antibodies for 1 hour in the dark at RT, then mounted with Slowfade (Invitrogen, Thermo Fisher Scientific). Images were taken by an Andor CSU-WDi spinning disc confocal microscope equipped with a Nikon Eclipse Ti-E CFI Plan Apochromat Lambda ×60 oil immersion objective for immunofluorescence analysis. Images were analyzed using NIH ImageJ software or Adobe Photoshop CS6.

For quantification of GAK expression in the human kidney biopsy tissues, GAK staining signal intensity in each selected glomerulus region was measured for the integrated intensity (I_GAK_) and area (A), and background intensity was measured by averaging the 3 different areas closest to the defined glomerulus in the same slide without specific staining (I_BK_). The corrected intensity of GAK expression of each glomerulus was determined by subtracting I_BK_ × A from I_GAK._

For quantification of podocyte numbers, WT1-positive nuclei per glomerular tuft on mouse kidney tissue, or TLE4-positive nuclei per glomerular tuft on human kidney biopsy tissue, were counted as previously reported. TLE4 is a transcriptional corepressor factor, which was used as an alternative podocyte nuclear marker since the WT1 may be less robustly expressed in formalin-fixed sections of the human kidney (57).

For quantification of changes in the actin cytoarchitecture of primary podocytes, podocytes stained with phalloidin were grouped into 4 classes as follows and were scored as previously described (15): type A — more than 90% of cell area filled with thick cables; type B — at least 2 thick cables running under nucleus and rest of cell area filled with fine cables; type C — no thick cables but some cables present; type D — no cables visible in the central area of the cell.

### Statistics.

All data were displayed as mean ± SEM. The number of replicates for each experiment is described above or in the figure legends. Statistical analysis was performed using a 2-tailed *t* test for differences between 2 groups’ comparisons, or 1-way ANOVA followed by Dunnett’s multiple comparisons tests, in order to better account for differences among multiple-group comparisons; survival curves were created and compared by a log-rank test (GraphPad Prism 8 software). A *P* value less than 0.05 was considered statistically significant.

### Study approval.

All animal experiments were approved by Yale University’s Yale Animal Resource Center protocol 2019-11196. All work was carried out in accordance with the principles and procedures outlined in the NIH guidelines for the care and use of experimental animals. All human renal biopsy specimen slides of FSGS and healthy patients were obtained from the Department of Pathology at Yale and Johns Hopkins, and the protocol was approved by the Yale-New Haven Hospital’s Institutional Review Board and Johns Hopkins Institutional Review Board, respectively.

## Author contributions

XT, KI, YW, JS, CEP, TZ, MY, and MG performed the experiments and statistical analysis. YZ and ZZ performed the microarray analysis. DAL, LG, PG, DGM, CRP, and SI designed the experiments, and XT, KE, WL, and SI wrote the manuscript.

## Supplementary Material

supplemental data

supplemental Table 1

## Figures and Tables

**Figure 1:**
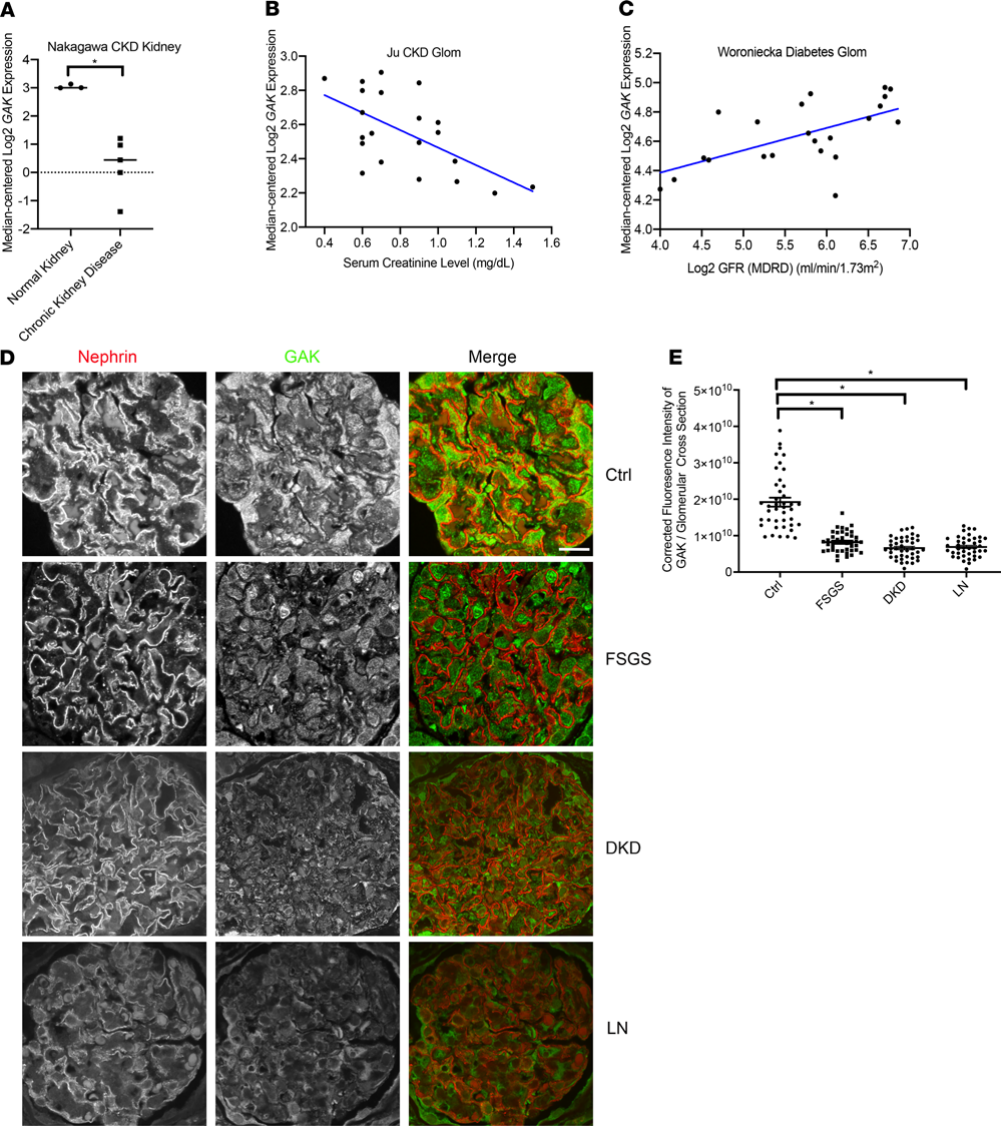
GAK expression is reduced in CKD glomeruli from Nephroseq data sets and human biopsies. (**A**) Reduced *GAK* expression in glomeruli from indicated cohort in the Nephroseq data set (fold change = –6.947, *P* = 0.004). (**B**) The association of glomerular *GAK* expression with serum creatinine level from a cohort of CKD patients in the Nephroseq data set (*r* = –0.607, *P* = 0.004). (**C**) The association of glomerular *GAK* expression with estimated GFR slope from a cohort of DKD patients in the Nephroseq data set (*r* = 0.605, *P* = 0.003). MDRD, Modification of Diet in Renal Disease. (**D**) Representative image of immunofluorescence of nephrin (red) and GAK (green) in control and FSGS human kidney biopsy specimens. Scale bar: 10 μm. (**E**) Quantification of **D** examining mean immunofluorescence intensity of GAK in the glomeruli *n* = 4 (controls, FSGS, DKD, LN), total 41 glomeruli from each group. *P < 0.01. Statistically analyzed via a 1-way ANOVA with Dunnett’s correction.

**Figure 2:**
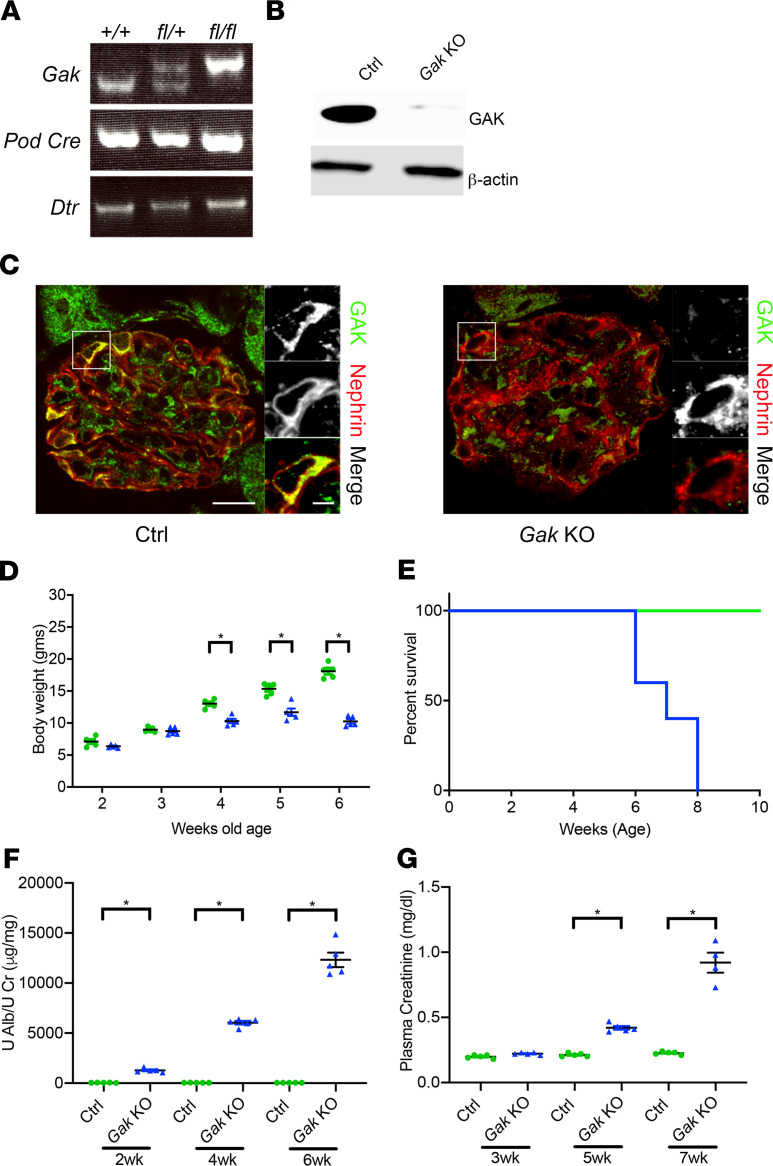
Generation of podocyte-specific *Gak*-KO mice results in severe proteinuria and kidney failure. (**A**) Identification of *Gak*, *Podocin-Cre*, and diphtheria toxin receptor (*Dtr*) by tail biopsy genotyping (age P5). (**B**) GAK expression in primary podocytes freshly isolated from control (Ctrl) mice and *Gak*-KO mice (age P7). (**C**) Double-immunofluorescence detection of GAK (green) and nephrin (red) on kidney sections of the control and *Gak*-KO mice (age P14). Scale bars: 10 μm. (**D**) *Gak*-KO mice fail to gain body weight by 4 weeks of age compared with control mice. *n* = 5 mice. *P < 0.05. (**E**) The survival curve of *Gak*-KO mice shows almost 80%–100% death by 8 weeks of age. *n* = 5 mice. (**F**) Quantification of urine albumin normalized to creatinine at 2, 4, and 6 weeks of age. *n* = 5 mice. *P < 0.05. (**G**) Elevated plasma creatinine in *Gak*-KO mice at 3, 5, and 7 weeks of age. *n* = 5 mice. *P < 0.05. Statistically analyzed via a 2-tailed *t* test.

**Figure 3:**
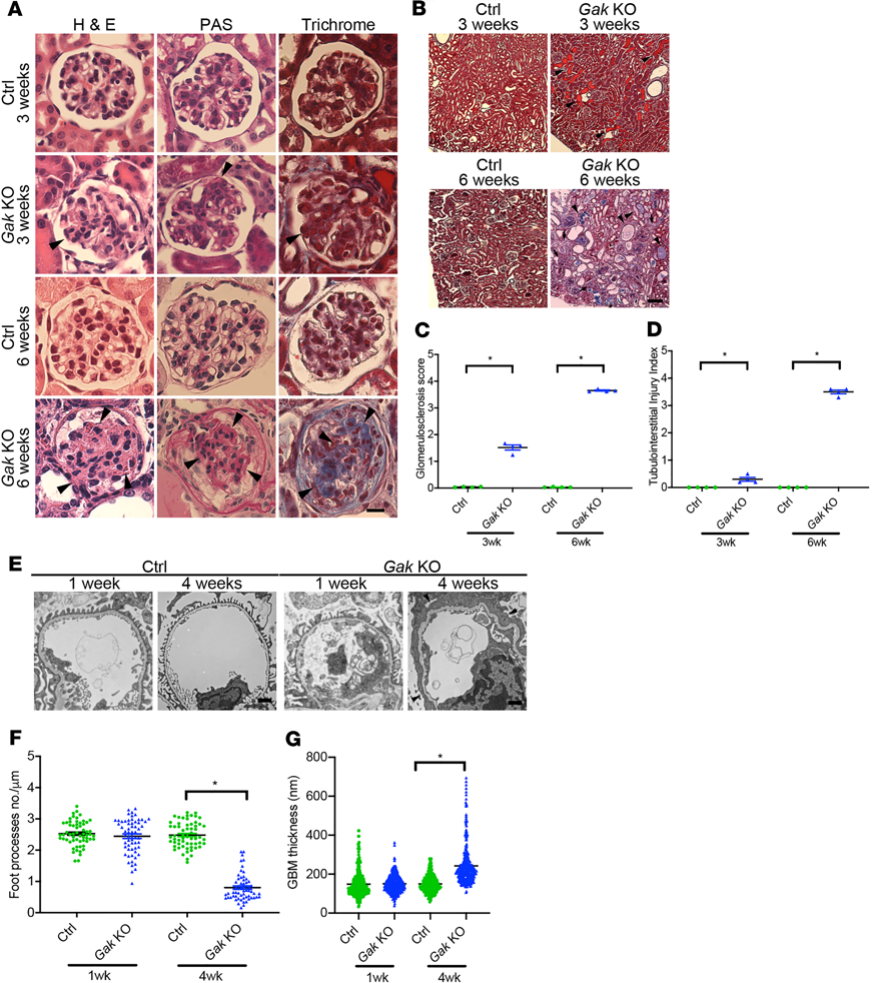
Podocyte-specific loss of *Gak* results in progressive glomerulosclerosis and tubulointerstitial fibrosis. (**A**) Representative light microscopy (H&E, periodic acid–Schiff [PAS], and Masson’s trichrome) of control mouse and *Gak*-KO mouse glomeruli at 3 weeks and 6 weeks of age. Arrowheads show mesangial matrix deposition and mesangial cell proliferation. Scale bar: 25 μm. (**B**) Representative trichrome staining in control and *Gak*-KO mouse kidneys at 3 and 6 weeks of age. Arrowheads depict dilated tubules, tubular atrophy, proteinaceous casts, and interstitial fibrosis. Scale bar: 100 μm. (**C**) Quantification of glomerulosclerosis in **A**. *n* = 4 mice. *P < 0.05 vs. control. (**D**) Quantification of tubulointerstitial injuries in **B**. *n* = 4 mice. *P < 0.05 vs. control. (**E**) Representative transmission electron micrograph (TEM) of foot processes in control and *Gak*-KO mouse at 1 and 4 weeks of age. Arrowheads depict podocyte foot process effacement. Scale bar: 1 μm. (**F**) Quantification of foot processes in **E**. *n* = 4 mice per group; 15 capillary tufts of glomeruli for each mouse were evaluated. *P < 0.05 vs. control. (**G**) Quantification of GBM thickness in **E**. *n* = 4 mice; GBM thickness from 326 random areas in each group was evaluated. *P < 0.05 vs. control. Statistically analyzed via a 2-tailed *t* test. In panels **F** and **G**, in each group, the large bar represents the mean, the small bar represents the SEM, and each dot represents 1 sample.

**Figure 4:**
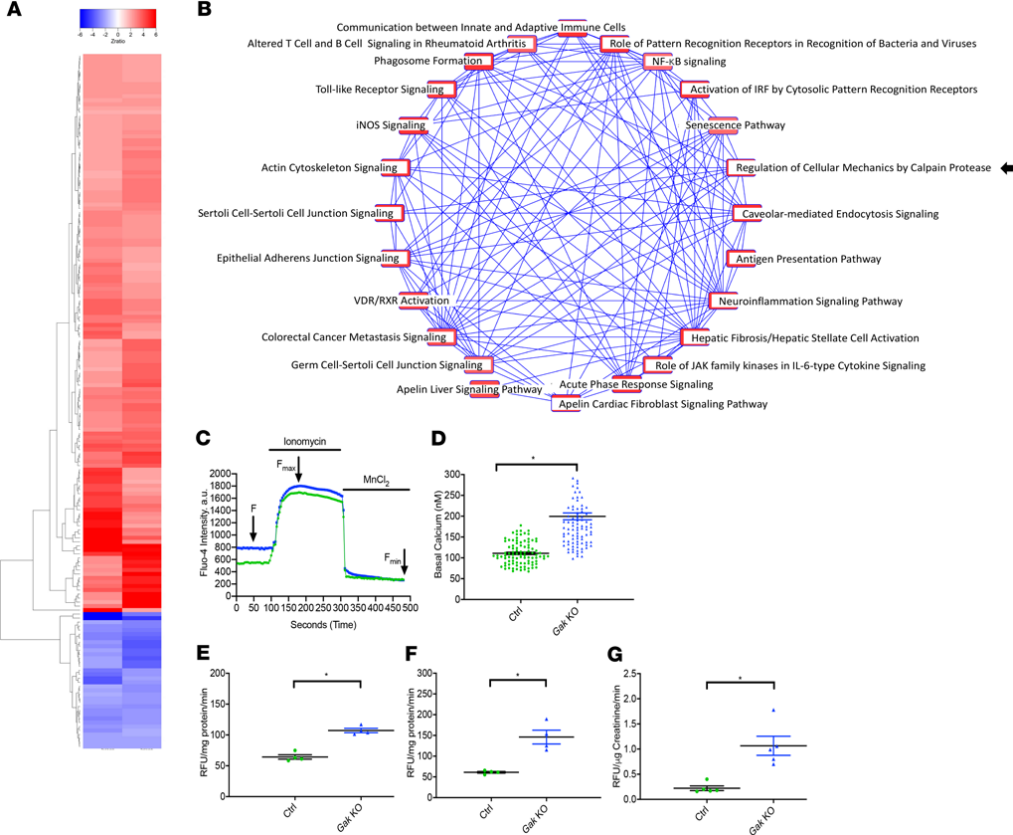
The increased activities of calpain-1 and calpain-2 are potential regulators in *Gak*-KO mice. (**A**) A two-dimensional hierarchical heatmap representing color-coded differentially expressed glomeruli genes analyzed by a *Z*-ratio of *Gak*-KO mice to control mice at 5 weeks of age. (**B**) Connectivity network map analyzing the candidate genes obtained from the glomerular DNA microarray using Ingenuity Pathway Analysis (IPA; QIAGEN) bioinformatics software. (**C**) Representative basal intracellular calcium imaging traces in control (green) and *Gak*-KO (blue) primary podocytes using Fluo-4 AM. The graphs show fluorescence signal changes in response to ionomycin. (**D**) Quantification of basal intracellular calcium levels in control (green) and *Gak*-KO mouse podocytes (blue). *n* = 4; 95 primary podocytes from each group of control and *Gak*-KO were evaluated. *P < 0.05 vs. control. (**E**) The calpain-1/-2 activities from the freshly isolated control mouse and *Gak*-KO mouse glomeruli at 5 weeks of age. *n* = 4. *P < 0.05 vs. control. (**F**) The calpain-1/-2 activities from isolated control mouse and *Gak*-KO mouse primary podocytes at P7. *n* = 4. *P < 0.05 vs. control. (**G**) The calpain-1/-2 activities from control and *Gak*-KO mouse urine samples at 5 weeks of age. *n* = 5. *P < 0.05 vs. control. Statistically analyzed via a 2-tailed *t* test.

**Figure 5:**
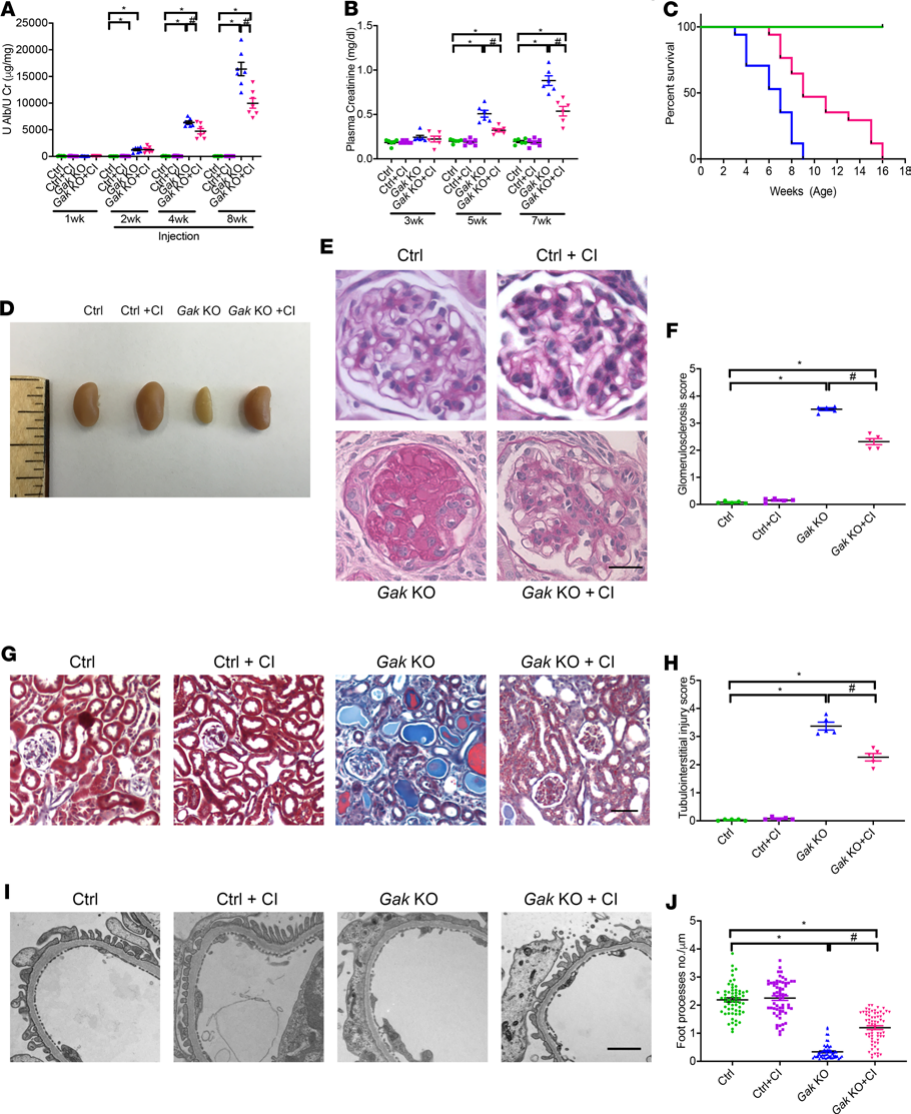
CI inhibits the calpain-1/-2 activities and reduces podocyte injury in *Gak*-KO mice. (**A**) Urine albumin/creatinine ratio in control (green), control+CI (purple), *Gak*-KO (blue), and *Gak*-KO+CI (red) mice at 1, 2, 4, and 8 weeks of age; treatment started with vehicle or CI from 2 weeks of age. *n* = 7. *P < 0.05 vs. control mice, *^#^P* < 0.05 vs. *Gak*-KO mice. (**B**) Plasma creatinine in control, control+CI, *Gak*-KO, and *Gak*-KO+CI mice at 3, 5, and 7 weeks of age. *n* = 6. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**C**) Survival curves of control, control+CI, *Gak*-KO, and *Gak*-KO+CI mice. *n* = 17. (**D**) Kidneys of *Gak*-KO mice were corrugated, paler, and smaller than those of control, control+CI, and *Gak* +CI mice at 7 weeks of age. (**E**) Representative light microscopy images of PAS staining in control, control+CI, *Gak*-KO, and *Gak*-KO+CI mice at 7 weeks of age. Scale bar: 25 μm. (**F**) Glomerulosclerosis quantification of **E**. *n* = 5. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**G**) Representative images of trichrome staining in control, control+CI, *Gak*-KO, and *Gak*-KO+CI mice at 7 weeks of age. Scale bar: 100 μm. (**H**) Tubulointerstitial injury quantification of **G**. *n* = 5 as shown on the graph. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**I**) Representative TEM images in control, control+CI, *Gak*-KO, and *Gak*-KO+CI mice at 7 weeks of age. Scale bar: 1 μm. (**J**) Quantification of foot process effacement in **I**. *n* = 4 mice per group; 15 capillary tufts of glomeruli for each mouse were evaluated. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice (**A**, **B**, **F**, **H**, and **J**). Statistically analyzed via a 1-way ANOVA with Dunnett’s correction.

**Figure 6:**
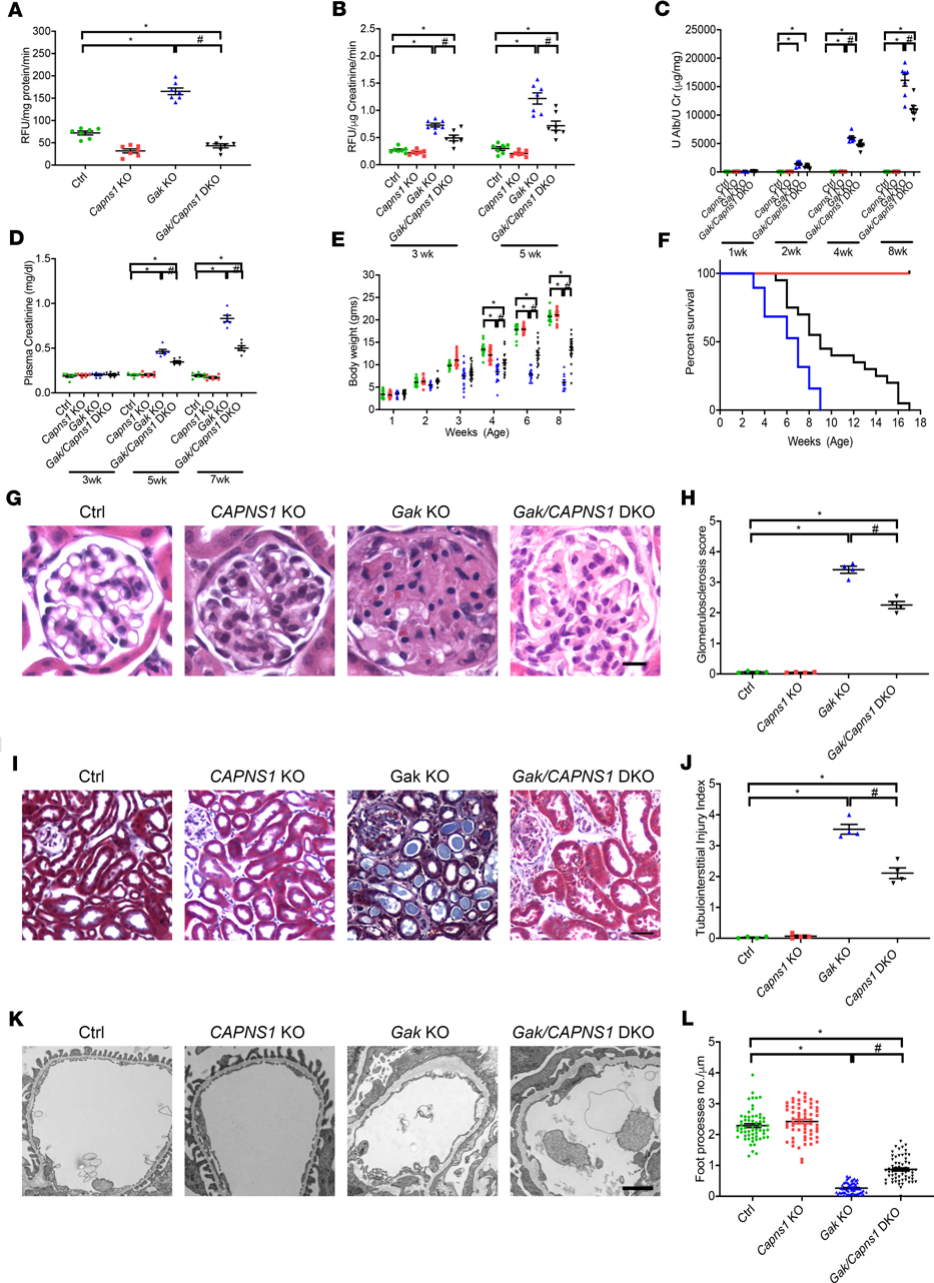
Podocyte deletion of *Capns1* improves glomerulosclerosis and kidney failure in *Gak*-KO mice. (**A**) Calpain-1/-2 activities in primary podocytes isolated from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice at P14. *n* = 7. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**B**) Calpain-1/-2 activities in urine samples from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice at 3 weeks of age and 5 weeks of age. *n* = 7. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**C**) Quantification of urine albumin/creatinine ratio at 1, 2, 4, and 8 weeks of age from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice. *n* = 7 as shown on the graph. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**D**) Plasma creatinine levels at 3, 5, and 7 weeks of age from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice. *n* = 6. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**E**) Body weight at 1, 2, 3, 4, 6, and 8 weeks of age from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/CapnS1*-DKO (black) mice. *n* = 21. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**F**) Survival curves from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice. *n* = 19. (**G**) Representative light microscopy images (H&E) from control, *Capns1*-KO, *Gak*-KO, and *Gak/CAPNS1*-DKO mice kidneys at 7 weeks of age. Scale bar: 25 μm. (**H**) Quantification of glomerulosclerosis in **G**. *n* = 4. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**I**) Representative trichrome staining from control, *Capns1*-KO, *Gak*-KO, and *Gak/Capns1*-DKO mouse kidneys at 7 weeks of age. Scale bar: 100 μm. (**J**) Quantification of tubulointerstitial injuries in **I**. *n* = 4. *P < 0.05 vs. control mice; *^#^P* < 0.05 vs. *Gak*-KO mice. (**K**) Representative TEM images from control, *Capns1*-KO, *Gak*-KO, and *Gak/Capns1*-DKO mouse kidneys at 5 weeks of age. Scale bar: 1 μm. (**L**) Quantification of foot processes in **K**. *n* = 4 mice per group; 15 capillary tufts of glomeruli for each mouse were evaluated. (**A**–**E**, **H**, **J**, and **L**) Statistically analyzed via a 1-way ANOVA with Dunnett’s correction.

**Figure 7:**
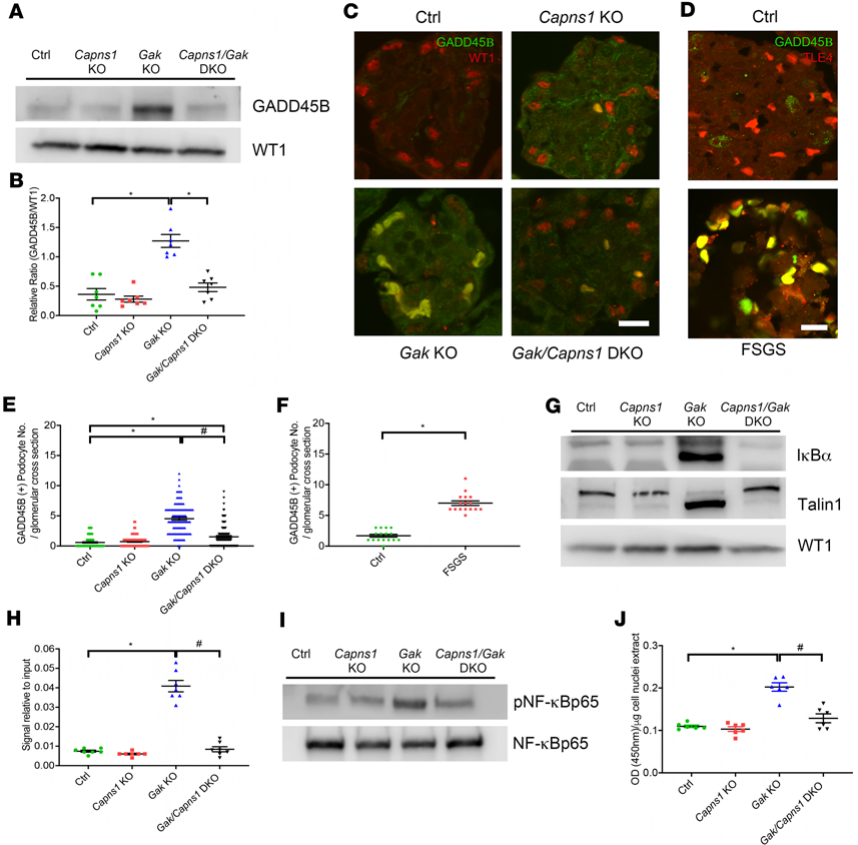
Loss of *Capns1* results in increased GADD45B expression due to IκBα cleavage and NF-κB p65 signaling in *Gak*-KO mice. (**A**) Representative Western blot images from control, *Capns1*-KO, *Gak*-KO, and *Gak/CapnsS1*-DKO mouse primary podocytes immunoblotted with GADD45B and Wilms tumor 1 (WT1). (**B**) Quantification of **A** by densitometry. *n* = 6. *P < 0.05**.** (**C**) Representative immunofluorescence image of *Gak*-KO mouse glomeruli demonstrates increased GADD45B expression (GADD45B in green and WT1 in red). Scale bar: 50 μm. (**D**) Representative immunofluorescence image of glomeruli from control and FSGS patient stained with GADD45B (green) and TLE4 (red). Scale bar: 10 μm. (**E**) Quantification of **C**. *n* = 5 mice; 20 glomeruli per mouse were evaluated. (**F**) Quantification of **D**. *n* = 3 patients; 16 glomeruli per group were evaluated. (**G**) *Gak*-KO mice podocytes show IκBα cleavage (upper panel) and talin1 cleavage (middle panel) as determined by Western blots; these cleavage events were reduced by the podocyte-specific loss of *Capns1*. (**H**) ChIP assay using phospho-NF-κB p65 and primer sets for *Gadd45b* promoter in the primary podocytes of control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice. *n* = 7. (**I**) Representative Western blot images for phospho-NF-κB p65 (pNF-κB p65) (Ser536) and total NF-κB p65 (NF-κB p65) from primary podocytes in control, *Capns1*-KO, *Gak*-KO, and *Gak/Capns1*-DKO mice. (**J**) Quantification of the nuclear NF-κB p65 activities of primary podocytes isolated from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice at the age of P14. *n* = 6. *P < 0.05 vs. control mice; *^#^P* < 0.05 vs. *Gak*-KO mice. (**E**, **F**, **H**, and **J**). Statistically analyzed via a 1-way ANOVA with Dunnett’s correction.

**Figure 8:**
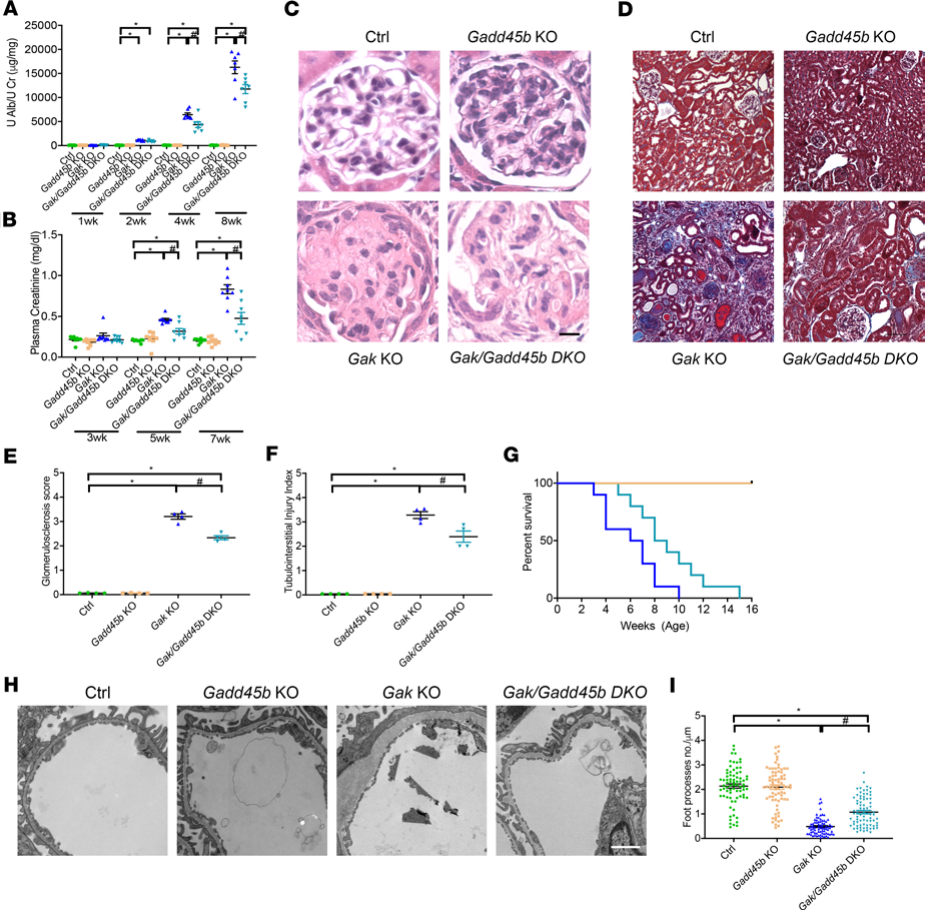
Loss of *Gadd45b* in *Gak* mice improves glomerulosclerosis and tubulointerstitial injury. (**A**) Urine albumin/creatinine ratio from control (green), *Gadd45b*-KO (yellow), *Gak*-KO (blue), and *Gak/Gadd45b*-DKO (light blue) mice at 1, 2, 4, and 8 weeks of age. *n* = 7. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**B**) Plasma creatinine from control, *Gadd45b*-KO, *Gak*-KO, and *Gak/Gadd45b*-DKO mice at 3, 5, and 7 weeks of age. *n* = 8. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**C**) Representative light microscopy images of PAS staining from control, *Gadd45b*-KO, *Gak*-KO, and *Gak/Gadd45b*-DKO mice at 7 weeks of age. Scale bar: 25 μm. (**D**) Representative trichrome staining in control, *Gadd45b*-KO, *Gak*-KO, and *Gak/Gadd45b-*DKO mice at 7 weeks of age. Scale bar: 100 μm. (**E**) Quantification of glomerulosclerosis in **C**. *n* = 4. *P* < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**F**) Tubulointerstitial injury quantification in **D**. *n* = 4. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**G**) Survival curves from control (green), *Gadd45b*-KO (yellow), *Gak*-KO (blue), and *Gak/Gadd45b*-DKO (black) mice. *n* = 8. There were no deaths in control and *Gadd45b*-KO groups. (**H**) Representative TEM images in control, *Gadd45b*-KO, *Gak*-KO, and *Gak/Gadd45b*-DKO mice at 5 weeks of age. Scale bar: 1 μm. (**I**) Foot processes quantification in **H**. *n* = 4 mice per group; 19 capillary tufts from glomeruli of each mouse were evaluated. In each group, the large bar represents the mean, the small bar represents the SEM, and each dot represents 1 sample. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**A**) Statistically analyzed via a 2-tailed *t* test. (**B**, **C**, **E**, **G**, and **I**) Statistically analyzed via a 1-way ANOVA with Dunnett’s correction.

**Figure 9:**
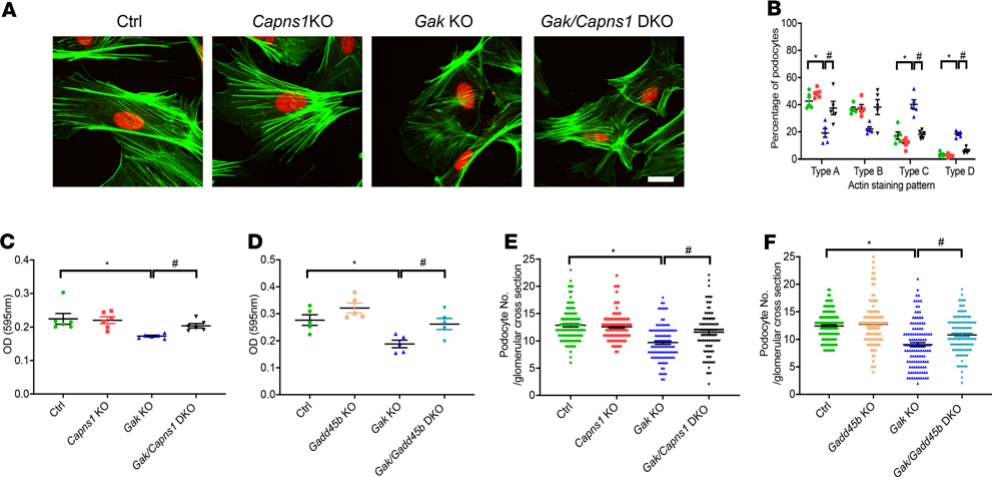
Lack of podocyte *Capns1* or *Gadd45b-*KO in *Gak*-KO mice improves podocyte numbers and adhesion. (**A**) Representative immunostaining for phalloidin (green) and WT1 (red) from control, *Capns1*-KO, *Gak*-KO, and *Gak/Capns1*-DKO mice. Scale bar: 10 μm. (**B**) Quantification of phalloidin staining patterns from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice primary podocytes in **A**. *n* = 5. (**C**) Adhesion of primary podocytes isolated from control (green), *Capns1*-KO (red), *Gak*-KO (blue), and *Gak/Capns1*-DKO (black) mice at P14. *n* = 6. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**D**) Adhesion of primary podocytes isolated from control (green), *Gadd45b*-KO (yellow), *Gak*-KO (blue), and *Gak/Gadd45b*-DKO (light blue). *n* = 5. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**E**) Quantification of WT1 staining per glomerulus from control, *Capns1*-KO, *Gak*-KO, and *Gak/Capns1*-DKO mice. *n* = 5 mouse kidney sections; 100 total glomeruli from each group were evaluated. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**F**) Quantification of WT1 staining per glomerulus in control, *Gadd45b*-KO, *Gak*-KO, and *Gak/Gadd45b*-DKO mice. *n* = 5 mice kidney sections; 120 total glomeruli each group were evaluated. *P < 0.05 vs. control mice; ^#^*P* < 0.05 vs. *Gak*-KO mice. (**B**, **D**, **E**, and **F**) Statistically analyzed via a 1-way ANOVA with Dunnett’s correction. In panels **E** and **F**, in each group, the large bar represents the mean, the small bar represents the SEM, and each dot represents 1 sample.

## Version 1 11/19/2020

Electronic publication

# Supplementary material for: Inhibiting calpain 1 and 2 in cyclin G associated kinase–knockout mice mitigates podocyte injury
**Source:** JCI Insight. 2020 Nov 19;5(22):e142740. doi: 10.1172/jci.insight.142740
**Supplement:** supplemental data

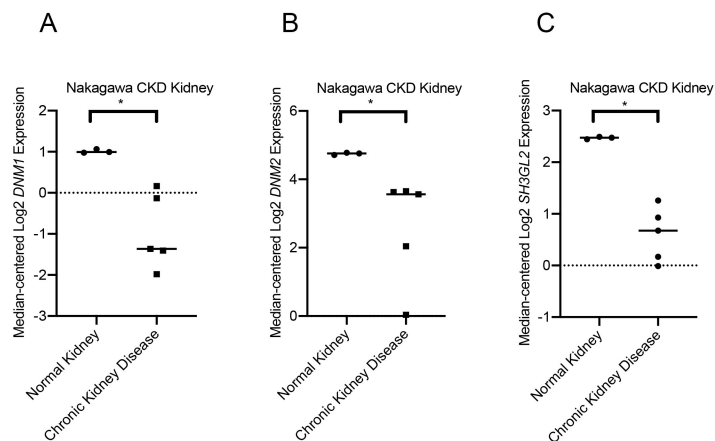

Supplemental Figure 1. *DNM1*, *DNM2*, and *SH3GL2*, expression in CKD from Nephroseq datasets. (A) *DNM1* expression in the glomeruli from normal and CKD patients. Fold change=-3.877. (B) *DNM2* expression in the glomeruli from normal and CKD patients. Fold change=-4.480. (C) *SH3GL2* expression in the glomeruli from normal and CKD patients. Fold change=-3.648. *p<0.01

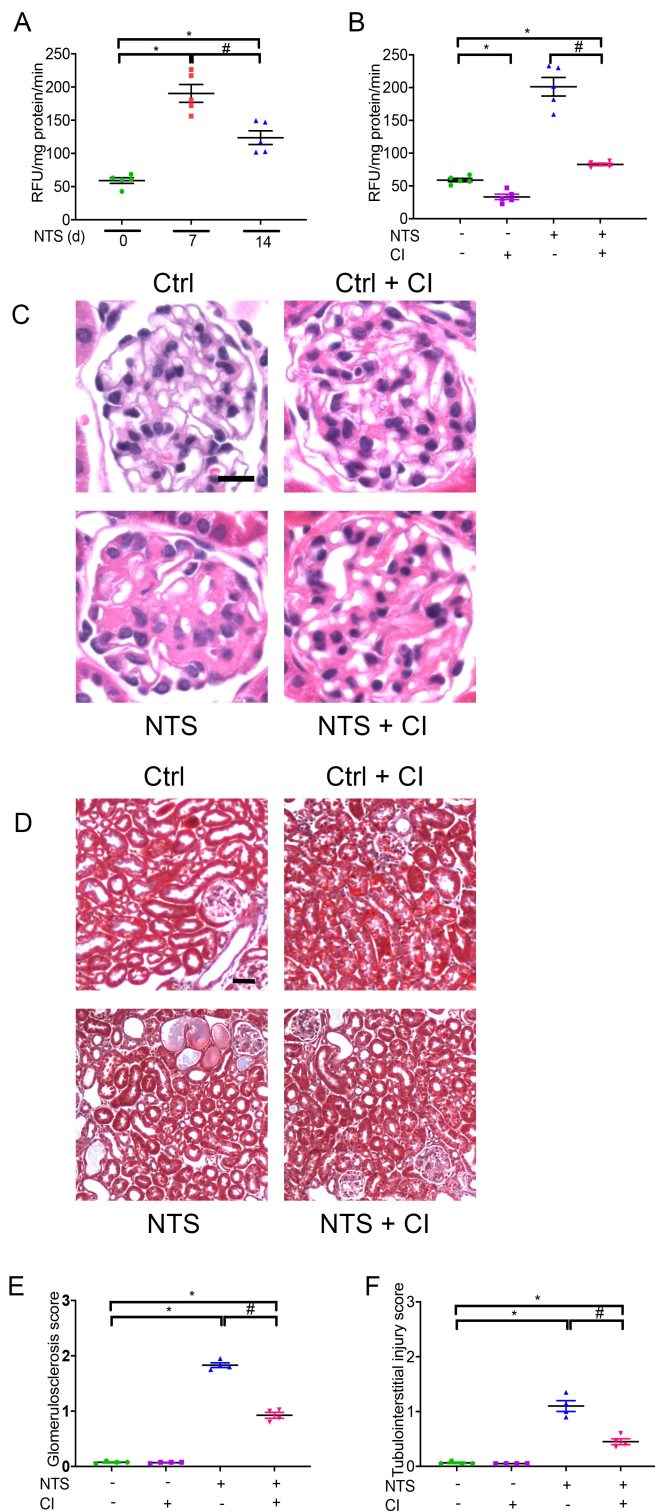

Supplemental Figure 2. Calpain inhibitor III (CI) improves the kidney injury and albuminuria in mice treated with NTS administration, a podocyte injury animal model. (A) The calpain-1/-2 activities from freshly isolated glomeruli in NTS treated mice at 7 and 14 days. n=5. (B) The calpain-1/-2 activities from the freshly isolated glomeruli in NTS treated mice +/- CI at 7 days. n=5. (C) Representative light microscope images (PAS) of glomeruli from control, control treated with CI, NTS, and NTS treated with CI (20 mg/kg body weight daily by I.P). 14 days after treated with NTS. Scale bar=25 μ m. n=4. (D) Representative trichrome staining in control, control treated with CI, NTS, and NTS treated with CI. Scale bar=100 μ m. (E) Quantification of glomerulosclerosis in (C), n=4 * P<0.05 vs control mice, # P<0.05 vs NTS mice. (F) Quantification of tubulointerstitial injury in (D), n=4 * P<0.05 vs control mice, # P<0.05 vs NTS mice. (A, B, E, and F) Statistically analyzed via a one-way ANOVA with Dunnett's correction.

A

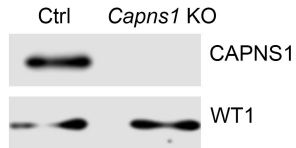

B

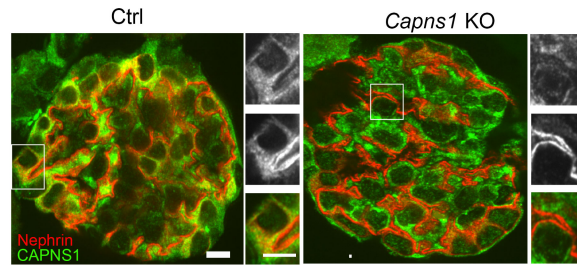

C

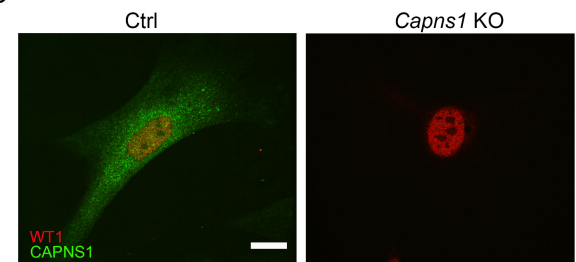

Supplemental Figure 3. Generation of *Capns1* KO mice. (A) Representative immunoblots of CAPNS1 and WT1 in primary podocytes from the control, *Capns1* KO mouse at P7. (B-C) Representative immunofluorescence of CAPNS1 and nephrin in kidney sections (B) and CAPNS1 and WT1 in primary podocytes (C) from the control and *Capns1* KO mouse at P7. Scale bar= 10 μ m.

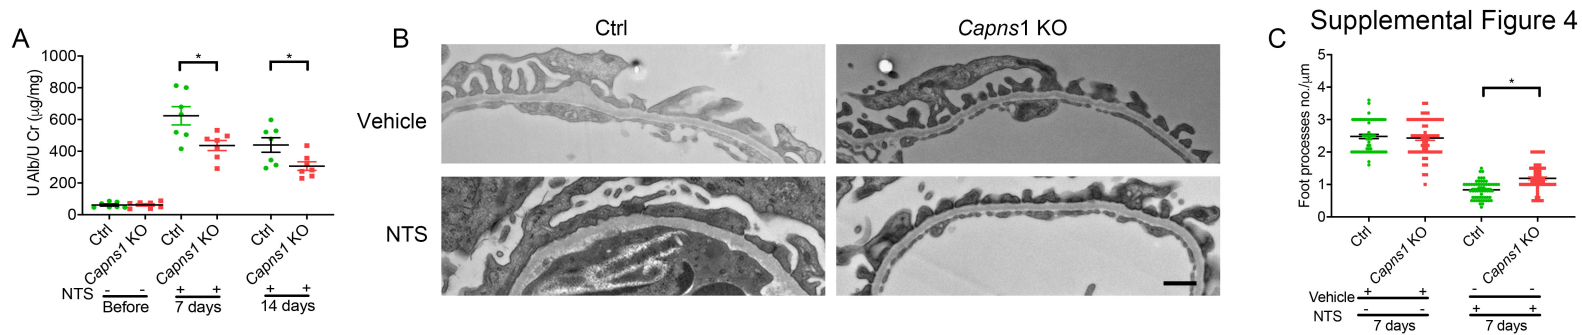

Supplemental Figure 4. *Capns1* KO mice have reduced albuminuria and foot process effacement following NTS administration. **(A)** Urine albumin/creatinine ratio in control and *Capns1* KO mice treated with or without NTS at 7 and 14 days n=7 *P<0.05 vs control mice treated with vehicle. **(B)** Representative TEM image of control and *Capns1* KO mice podocytes with or without NTS. Scale bar= 100µm. **(C)** Quantification of B. n=4 mice per group, 15 glomerular capillary tufts from each mouse were evaluated. * P<0.05 vs control mice treated with vehicle, **(A)** Statistically analyzed by a two tailed *t* test at different time points. **(C)** Statistically analyzed via a one-way ANOVA with Dunnett's correction.

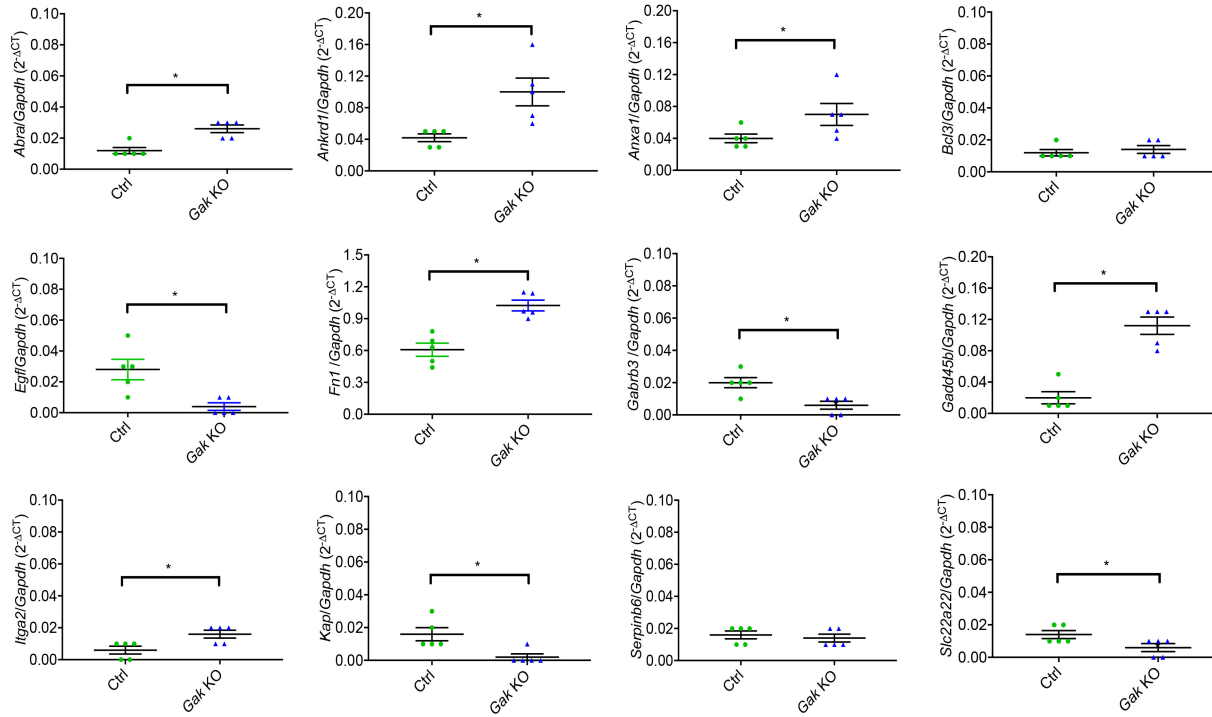

Supplemental Figure 5 Transcriptional levels of differentially expressed candidate genes from glomeruli of control and Gak KO mice. Reverse transcriptase PCR of the candidate genes in control, and Gak KO mice glomeruli. *P < 0.05 vs. control mice

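Supplemental Figure 5 reports reverse transcriptase PCR on glomerular RNA, a measurement separate from the arrays. Each gene's level was taken relative to *Gapdh*, the internal control named in the methods, and set against control mice. Among the genes shown, *Abra*, *Ankrd1*, *Anxa1*, *Bcl3*, *Fn1*, *Gadd45b*, *Itga2* and *Serpinb6* come from the part of Supplemental Table 1 with positive *Z*-ratios, and *Egf*, *Kap* and *Slc22a22* from the part with negative ones. A positive *Z*-ratio stands for a higher signal in *Gak*-KO glomeruli. *Kap* and *Slc22a22* are expressed in the proximal tubule and *Egf* in the thick limb and distal tubule. The primer list in the methods gives 1 and the same reverse primer for *Anxa1* and *Ankrd1*. The PCR values themselves are not among the deposited data and were not analysed here.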

*n=5 Statistically analyzed by a two-tailed t test.

# Supplementary material for: Inhibiting calpain 1 and 2 in cyclin G associated kinase–knockout mice mitigates podocyte injury
**Source:** JCI Insight. 2020 Nov 19;5(22):e142740. doi: 10.1172/jci.insight.142740
**Supplement:** supplemental Table 1

Supplemental table 1 Gene list from microarray data analysis (*Gak* KO vs control at 3 weeks of age)

Gene_assignment	Protein Name	Gene Symbol	Z ratio (1 st batch)	Z ratio (2 nd batch)
Z ratioNM_011415	snail family zinc finger 2	Snai2	2.49	2.12
NM_177741	protein phosphatase 1, regulatory (inhibitor) subunit 3B	Ppp1r3b	2.50	2.09
ENSMUST00000103997	predicted gene, 25091	Gm25091	2.46	2.04
ENSMUST00000131387	predicted gene 15963	Gm15963	2.45	2.19
NM_012037	vesicle amine transport protein 1 homolog (T californica)	Vat1	2.27	2.11
AK037717	RIKEN cDNA A130040M12 gene	A130040M12Rik	2.27	2.09
NM_010043	desmin	Des	2.36	2.01
NR_028549	small nucleolar RNA, C	Snord37	2.40	2.40
ENSMUST00000033386	MAS-related GPR, member F	Mrgprf	2.38	2.40
NM_001205313	signal transducer and activator of transcription 1	Stat1	2.45	2.37
NM_009773	budding uninhibited by benzimidazoles 1 homolog, beta (S. cerevisiae)	Bub1b	2.28	2.22
NM_010745	lymphocyte antigen 86	Ly86	2.22	2.27
ENSMUST00000156081	predicted gene 12840	Gm12840	2.27	2.34
NM_145584	spondin 1, (f-spondin) extracellular matrix protein	Spon1	2.07	2.18
NR_045708	predicted gene 11944	Gm11944	1.98	2.00
ENSMUST00000104327	predicted gene, 25878	Gm25878	2.14	2.40
NM_134156	actinin, alpha 1	Actn1	2.09	2.36
NM_181444	G protein-coupled receptor, family C, group 5, member A	Gprc5a	2.06	2.41
NM_023061	melanoma cell adhesion molecule	Mcam	2.03	2.39
NM_175265	bora, aurora kinase A activator	Bora	2.04	2.53
NM_178405	ATPase, Na+	Atp1a2	2.04	2.46
NM_001113179	budding uninhibited by benzimidazoles 1 homolog (S. cerevisiae)	Bub1	2.22	2.22
ENSMUST00000175366	microRNA 1839	Mir1839	2.12	2.78
NR_051981	histocompatibility 2, Q region locus 5	H2-Q5	2.07	2.65
NM_133762	non-SMC condensin II complex, subunit G2	Ncapg2	2.12	3.04
NM_001166727	vomeronasal 1 receptor 175	Vmn1r175	2.11	3.03
NM_181416	Rho GTPase activating protein 11A	Arhgap11a	2.12	2.98

NR_035418	microRNA 669h	Mir669h	2.04	3.00
NM_009162	secretogranin V	Scg5	2.01	3.00
ENSMUST00000104091	predicted gene, 22777	Gm22777	2.00	3.08
NM_001013833	protein kinase, cGMP-dependent, type I	Prkg1	1.96	2.91
NM_133903	spondin 2, extracellular matrix protein	Spon2	2.13	3.19
XM_006544010	RIKEN cDNA A630081J09 gene	A630081J09Rik	2.12	3.14
NM_031185	A kinase (PRKA) anchor protein (gravin) 12	Akap12	2.19	3.13
NM_026085	phenazine biosynthesis-like protein domain containing 2	Pbld2	2.39	3.06
NM_001252057	lymphocyte antigen 6 complex, locus C1	Ly6c1	2.34	3.07
NM_008690	nuclear factor of kappa light polypeptide gene enhancer in B cells inhibitor, epsilon	Nfkbie	2.28	3.05
ENSMUST00000103981	predicted gene, 25396	Gm25396	2.23	2.96
NM_007781	colony stimulating factor 2 receptor, beta 2, low-affinity (granulocyte-macrophage)	Csf2rb2	2.35	2.85
NM_021493	Rho GTPase activating protein 23	Arhgap23	2.90	2.51
NM_009255	serine (or cysteine) peptidase inhibitor, clade E, member 2	Serpine2	2.81	2.49
NM_008334	interferon alpha 7	Ifna7	2.79	2.40
NM_205823	toll-like receptor 12	Tlr1	2.66	2.34
NM_001008497	purinergic receptor P2Y, G-protein coupled, 14	P2ry14	2.73	2.44
NM_001101475	RIKEN cDNA F830016B08 gene	F830016B08Rik	2.70	2.47
NM_008415	jerky	Jrk	2.60	2.40
ENSMUST00000146935	predicted gene 20695	Gm20695	2.95	2.68
NM_010821	macrophage expressed gene 1	Mpeg1	2.76	2.70
XM_144599	predicted gene 4963	Gm4963	2.62	2.09
NM_001290397	myeloblastosis oncogene-like 1	Mybl1	2.57	2.06
ENSMUST00000082490	predicted gene, 22749	Gm22749	2.74	2.11
ENSMUST00000181522	predicted gene, 26615	Gm26615	2.94	2.06
NM_009776	serine (or cysteine) peptidase inhibitor, clade G, member 1	Serping1	3.28	2.00
ENSMUST00000122695	predicted gene, 24379	Gm24379	3.22	1.97
XM_006516991	predicted gene 8672	Gm8672	3.19	2.16
NM_001007572	transient receptor potential cation channel, subfamily V, member 5	Trpv5	3.41	2.15
ENSMUST00000082984	predicted gene, 22571	Gm22571	3.37	2.01

ENSMUST00000095920	predicted gene 11360	Gm11360	3.01	2.41
BC091570	kinesin family member C5B	Kifc5b	2.96	2.37
ENSMUST00000158081	predicted gene, 25552	Gm25552	3.04	2.28
NM_013454	ATP-binding cassette, sub-family A (ABC1), member 1	Abca1	3.21	2.48
NM_001001892	histocompatibility 2, K1, K region	H2-K1	3.74	2.94
NM_001290308	collagen, type XII, alpha 1	Col12a1	3.65	2.89
NM_008748	dual specificity phosphatase 8	Dusp8	3.73	2.82
NM_010116	kallikrein 1-related peptidase b9	Klk1b9	3.65	2.73
ENSMUST00000128411	T cell specific GTPase 2	Tgtp2	3.19	3.12
NM_008489	lipopolysaccharide binding protein	Lbp	3.14	2.08
NM_011019	oncostatin M receptor	Osmr	3.78	2.40
ENSMUST00000083225	predicted gene, 25482	Gm25482	3.50	2.27
NR_028282	small nucleolar RNA, C	Snord83b	3.88	2.18
NM_001271676	interferon gamma inducible protein 47	Ifi47	3.75	2.09
NM_001114088	PDZ and LIM domain 7	Pdlim7	2.21	3.66
NM_001243132	tetraspanin 2	Tspan2	2.15	3.61
NM_030704	heat shock protein 8	Hspb8	2.32	3.51
ENSMUST00000104090	predicted gene, 22778	Gm22778	2.20	3.40
ENSMUST00000083274	predicted gene, 24616	Gm24616	2.13	3.37
NM_010729	lysyl oxidase-like 1	Loxl1	2.11	3.50
NR_035474	microRNA 669m-1	Mir669m-1	2.08	3.66
ENSMUST00000122780	predicted gene, 24139	Gm24139	2.00	3.67
NM_008655	growth arrest and DNA-damage-inducible 45 beta	Gadd45b	2.42	3.70
NM_011653	tubulin, alpha 1A	Tuba1a	2.34	3.68
NM_011454	serine (or cysteine) peptidase inhibitor, clade B, member 6b	Serpinb6	2.27	3.87
NM_025427	regulator of cell cycle	Rgcc	2.19	4.16
ENSMUST00000178586	predicted gene, 22887	Gm22887	2.99	3.22
ENSMUST00000076710	predicted pseudogene 7665	Gm7665	2.94	3.26
NM_144899	ADAMTS-like 4	Adamtsl4	3.01	3.31
NR_027872	RIKEN cDNA 4930515G01 gene	4930515G01Rik	2.81	3.21
NM_010217	connective tissue growth factor	Ctgf	2.93	3.64
NM_013912	apelin	Apln	2.83	3.62
XM_006505219	predicted gene 4477	Gm4477	2.65	3.33
ENSMUST00000158685	predicted gene, 23181	Gm23181	2.63	3.31
NM_001029856	ATPase family, AAA domain containing 5	Atad5	2.57	3.31
NR_039562	microRNA 5103	Mir5103	2.62	3.24
ENSMUST00000025595	family with sequence similarity 111, member A	Fam111a	2.46	3.29
ENSMUST00000082648	predicted gene, 25135	Gm25135	3.55	3.72
ENSMUST00000104444	predicted gene, 23266	Gm23266	3.45	3.65
NM_008871	serine (or cysteine) peptidase inhibitor, clade E, member 1	Serpine1	3.55	3.38
NM_033601	B cell leukemia	Bcl3	4.11	3.85
ENSMUST00000122548	predicted gene, 22107	Gm22107	3.93	3.64
ENSMUST00000082683	nuclear encoded rRNA 5S 176	n-R5s176	3.22	4.57
ENSMUST00000158467	predicted gene, 25654	Gm25654	3.15	4.48
NM_010516	cysteine rich protein 61	Cyr61	3.48	4.37
NM_173749	peptidase domain containing associated with muscle regeneration 1	Pamr1	3.19	3.99
NM_178695	proline rich Gla (G-carboxyglutamic acid) 4 (transmembrane)	Prrg4	4.68	2.23
NM_001289492	guanylate binding protein 3	Gbp3	4.77	2.13
ENSMUST00000180104	predicted gene, 24508	Gm24508	4.53	2.21
XR_397994	cDNA sequence BC023105	BC023105	4.71	1.97
NM_001135115	predicted gene 12250	Gm12250	4.15	2.34
NM_001276409	fibronectin 1	Fn1	4.17	2.19

NM_019440	immunity-related GTPase family M member 2	Irgm2	4.58	2.48
NM_008396	integrin alpha 2	Itga2	4.39	2.97
NM_001161730	transporter 1, ATP-binding cassette, sub-family B (MDR)	Tap1	4.45	2.87
ENSMUST00000104797	predicted gene, 23134	Gm23134	4.46	3.30
NM_001161746	tumor necrosis factor receptor superfamily, member 12a	Tnfrsf12a	5.13	3.24
NM_001042605	CD74 antigen (invariant polypeptide of major histocompatibility complex, class II antigen-associated)	Cd74	5.65	2.60
NM_008491	lipocalin 2	Lcn2	5.63	2.48
NM_010104	endothelin 1	Edn1	5.36	2.66
ENSMUST00000043170	predicted gene 9765	Gm9765	5.40	2.02
NM_001146275	interferon inducible GTPase 1	Iigp1	6.44	3.20
NM_172796	schlafen 9	Slfn9	6.13	2.91
XM_003945749	interferon-inducible GTPase 1-like	LOC630751	6.95	3.90
NM_010260	guanylate binding protein 2	Gbp2	7.98	2.95
NM_013468	ankyrin repeat domain 1 (cardiac muscle)	Ankrd1	5.88	6.33
NM_021274	chemokine (C-X-C motif) ligand 10	Cxcl10	6.26	5.52
ENSMUST00000083097	predicted gene, 22364	Gm22364	4.71	5.81
NM_016928	toll-like receptor 5	Tlr5	2.67	5.56
NM_153098	CD109 antigen	Cd109	2.72	5.10
NM_001291894	leukocyte immunoglobulin-like receptor, subfamily B, member 4	Lilrb4	2.26	5.32
NM_001143689	histocompatibility 2, Q region locus 4	H2-Q4	2.54	4.63
NM_010730	annexin A1	Anxa1	2.29	6.13
NM_033325	lysyl oxidase-like 2	Loxl2	3.43	5.14
NM_009367	transforming growth factor, beta 2	Tgfb2	3.15	5.19
ENSMUST00000174960	predicted gene, 24515	Gm24515	3.45	5.54
NR_035452	microRNA 1931	Mir1931	3.84	5.10
NM_009627	adrenomedullin	Adm	2.68	7.64
NM_020025	UDP-Gal:betaGlcNAc beta 1,3-galactosyltransferase, polypeptide 2	B3galt2	2.60	7.09
NM_023485	syncoilin	Sync	2.18	7.93
NM_175456	actin-binding Rho activating protein	Abra	3.12	8.33
NM_009778	complement component 3	C3	13.06	2.14
NR_039546	microRNA 101c	Mir101c	-7.15	-3.09
NM_010594	kidney androgen regulated protein	Kap	-6.21	-4.69
NM_138951	tetratricopeptide repeat domain 36	Ttc36	-2.15	-2.99
NM_001037842	camello-like 3	Cml3	-2.74	-2.85
ENSMUST00000180342	predicted gene, 23862	Gm23862	-2.57	-3.17
ENSMUST00000104034	predicted gene, 22270	Gm22270	-2.84	-3.41
NM_001101640	transmembrane protein 207	Tmem207	-2.87	-3.60
NM_172378	solute carrier family 22 (organic cation transporter), member 22	Slc22a22	-2.36	-3.89
NM_001285881	RIKEN cDNA D630023F18 gene	D630023F18Rik	-2.53	-3.88
NM_019395	fructose biphosphatase 1	Fbp1	-2.02	-3.59
NM_181588	carboxymethylenebutenolidase-like (Pseudomonas)	Cmb1	-2.29	-3.61
NM_001160097	claudin 10	Cldn10	-2.11	-3.91
ENSMUST00000082798	predicted gene, 23447	Gm23447	-2.04	-3.74
NM_019545	hydroxyacid oxidase 2	Hao2	-2.19	-3.74
NM_007860	deiodinase, iodothyronine, type I	Dio1	-3.04	-2.48
NM_001038701	gamma-aminobutyric acid (GABA) A receptor, subunit beta 3	Gabbr3	-3.28	-2.43
NM_207216	UDP glycosyltransferases 3 family, polypeptide A1	Ugt3a1	-3.85	-2.01
ENSMUST00000157627	small nucleolar RNA, C	Snord13	-3.87	-2.48
NM_001099917	small integral membrane protein 24	Smim24	-1.97	-2.62
NM_025961	glycine amidinotransferase (L-arginine:glycine amidinotransferase)	Gatm	-2.09	-2.55
NM_008287	heat-responsive protein 12	Hrsp12	-1.98	-2.31
NM_028747	thioesterase superfamily member 7	Them7	-2.15	-2.37
NM_133254	solute carrier family 5 (sodium	Slc5a2	-2.19	-2.39
NM_001278605	uromodulin	Umod	-2.44	-2.54

ENSMUST00000174143	predicted gene 11128	Gm11128	-2.56	-2.31
ENSMUST00000143083	predicted gene 10721	Gm10721	-2.65	-2.28
NM_001079690	solute carrier family 12, member 1	Slc12a1	-2.80	-2.30
ENSMUST00000157129	predicted gene, 23470	Gm23470	-2.69	-2.47
ENSMUST00000082907	predicted gene, 26205	Gm26205	-2.48	-2.04
NM_010113	epidermal growth factor	Egf	-3.66	-2.14
ENSMUST00000156693	predicted gene 13773	Gm13773	-2.12	-1.99
NM_025983	ATP synthase, H ⁺ transporting,<br>mitochondrial F1 complex, epsilon subunit	Atp5e	-2.10	-2.23
ENSMUST00000082721	predicted gene, 25788	Gm25788	-2.20	-2.13
NM_001293559	cytochrome c oxidase subunit IV isoform 1	Cox4i1	-2.24	-2.24

How the deposited data were processed for this re-analysis (not part of the article)

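Glomerular RNA of control and *Gak*-KO mice was measured on 4 arrays, 2 per group, each a pool of 3 mice by the labels. The deposited values are log2 signals, which the authors made with RMA according to the processing notes, where limma is also named. Neither version is stated, nor is the annotation release. The methods name an R Bioconductor package and an array type other than that of the probe set identifiers in the table. The series title speaks of microRNA, and the table holds probe sets of genes of every kind. The raw array files were not analysed here, and neither background correction nor normalization was repeated.

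Gene symbols were taken from the annotation of the probe sets. Probe sets with no symbol or with several were left out, as were the other probe sets of a gene beside the one with the highest mean signal over the 4 arrays. Arrays of the same number were paired, as in the batches of Supplemental Table 1. The pairing was checked in the values. The deviations of same-numbered arrays from their group means correlated at 0.694 across genes. Exactly equal values were found for 1421 probe sets between control 1 and *Gak*-KO 1, for 3735 between control 2 and *Gak*-KO 2, and for 0 between arrays of different numbers. Sex label and number coincide, so the sex label and the batch cannot be separated.

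The *Z*-ratio was computed in its usual form, since the methods do not spell it out, at the stated limit of 1.96 and in both pairs. Log2 changes, standard errors and p values were computed with limma 3.58.1 in R 4.3.3, with the pair as a block, moderated variances and Benjamini-Hochberg adjustment at 0.05. This leaves 1 residual degree of freedom, to which the moderation adds 2.24. Gene lists were tested with camera at a preset inter-gene correlation of 0.01, with camera at an estimated correlation, and with fry, over lists with at least 5 measured genes. Counts in a list were taken by the *Z*-ratio criterion and by limma adjusted over all genes and over the list alone. The figures were drawn with matplotlib 3.10.9.

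The lists, the comparisons, the alternatives and the rule for named genes were set before the data were examined, except the alternative with protein-coding genes alone. The rule takes the genes that the paper names, the 10 largest increases and the 10 largest decreases among called genes, leaving out microRNAs, small RNAs, pseudogenes and predicted, clone or RIKEN genes, and up to 4 genes of each list. It names 126 genes. The values of Supplemental Table 1 and Supplemental Figure 5 had been seen when it was written. The lists cover podocytes, mesangium, endothelium, parietal epithelium, proximal tubule, thick limb and distal nephron, macrophages, lymphocytes, red blood cells, sex-linked genes, and the pathways and gene groups given with the results. The red blood cell list had 1 of 8 genes measured, so its test is void.

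The procedure was tested on simulated arrays of 22180 genes, 200 of them changed. With an even spread between genes, the *Z*-ratio criterion recovered 45.5%, 98.5% and 100% of genes changed by 0.5, 1 and 2 on the log2 scale, and limma at an adjusted p under 0.05 13.6%, 96.9% and 100%. With a wide spread, the criterion recovered 1.72%, 74.4% and 100%, and limma 0% at each size. In 20 simulations without change, camera at the preset correlation called 4 and 0 lists over all of them. With 1 list shifted by 0.4, it called 2 and 0 of the other lists. The simulated genes varied independently, whereas the correlation estimated on the arrays was 0.765 for antigen presentation and 0.715 for podocyte genes. These counts therefore do not give the rate of false calls among the measured lists. For a list shifted by 0.4, camera with an estimated correlation gave an adjusted p of 0.963 and 0.909, so it missed the shift. Camera at the preset correlation gave the same list an adjusted p of 3.86e-29 and 1.08e-26.

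The alternatives were no pairing, quantile normalization of the 4 arrays, centring each array on its median, the mean of all probe sets of a gene, all probe sets with or without a symbol, no genes below the 30th percentile of the mean signal, an intensity trend in limma, a robust scale of the log2 ratios, a limit of 2.58, an unpaired t test, the other list tests, and leaving out each pair or each array. The methods name a 2-tailed t test for comparisons of 2 groups in general, without saying whether it is paired, and the *Z*-ratio for the arrays. With 1 array left out, limma was run without the pairing, so that arrays of different numbers are compared. The number of arrays limits the precision.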

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

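The tests of technical explanations in this part were chosen after the results were seen.

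Proximal tubule genes, which the paper does not discuss, had a median log2 change of -0.29 in *Gak*-KO glomeruli (28 genes, 9 of them in Supplemental Table 1), and *Kap*, one of them, had signals of 10.66 and 9.73 on the control arrays and 8.34 and 8.50 on the *Gak*-KO arrays. Less proximal tubule tissue in the *Gak*-KO 1 preparation cannot be told apart from other causes in pair 1, where the genes went both ways with a median change of -0.16 (interquartile range 0.634, 19 lower and 9 higher), and the thick limb and distal genes, another tubular list, had a median of -0.36. It also stays open for *Gak*-KO 2, where the median was -0.61 and 26 of 28 genes were lower, although bead perfusion and the density gradient are meant to remove tubules. Fewer male mice in the pool, which could lower androgen-regulated genes such as *Kap*, is argued against for *Gak*-KO 1, where 3 Y-linked genes were higher with a median of 0.72, and stays open for *Gak*-KO 2, where the same genes had a median of -0.40 and *Xist* a change of 0.66. A change of tubular cells with the genotype was not tested on these arrays and stays open. By histology, the paper reports tubulointerstitial injury in *Gak*-KO kidneys, including dilated and atrophic tubules.

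Podocyte genes had a median log2 change of -0.19 in pair 1 and 0.19 in pair 2, and the difference between the pairs was not tested. Scaling of the arrays, alike or by signal level, is argued against as the whole cause, since 95% of 2000 draws of genes with the signals of the podocyte list had medians from -0.10 to 0.11 in pair 1 and from -0.08 to 0.09 in pair 2. In pair 2, a loss of tubular tissue of every segment alike in the *Gak*-KO 2 preparation is argued against by the thick limb and distal genes, with a median of 0.024 (interquartile range 0.418) where proximal tubule genes had one of -0.61, and a loss of proximal tubule tissue alone stays open, since endothelial genes had a median of 0.20, mesangial genes one of 0.15 and parietal epithelial genes one of 0.01. Fewer glomeruli in the *Gak*-KO 1 preparation would lower the other glomerular lists and raise the tubular ones, and it stays open. In pair 1, parietal epithelial genes had a median of 0.25 (lower quartile 0.14), but these genes are not confined to glomeruli. Mesangial genes had a median of 0.30. The tubular medians did not rise. Endothelial, proximal tubule and thick limb and distal genes had medians of -0.01, -0.16 and -0.36. Their quartiles span 0 (-0.35 to 0.19, -0.52 to 0.12 and -0.52 to 0.02). The mesangial list shares *Acta2*, *Pdgfra* and *Pdgfrb* with the fibrosis list, which rose too, so its median need not follow the share of glomeruli. A change of podocytes, an effect of the batch, with which the sex label coincides, and one of the mix of sexes in the pools were not tested and stay open. The Y-linked genes differed within the pairs. By staining, the paper reports fewer WT1-positive podocytes in *Gak*-KO glomeruli.

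As in the pairs of the podocyte list, 63 genes passed the limit in opposite directions in pairs 1 and 2, and the difference between the pairs was not tested for any of them. In arrays simulated without any change, with an even and with a wide spread between genes, the mean was 104 and 158, above the number measured.

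The paper does not discuss the cell cycle genes, with a median log2 change of 0.33. It does not discuss mitochondrial respiration either, with a median of -0.19. The thick limb and distal nephron genes, with a median of -0.21, and the YAP and TAZ targets, with a median of 0.21, are outside the pathways that it discusses.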

How the results depend on the processing

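The alternative with protein-coding genes alone was chosen after the data were seen, and the counts stayed within 1.5 times under it. By the *Z*-ratio criterion, 648 genes were higher and 547 lower from the group means, and 245 and 147 on the robust scale. At a stricter limit 48 and 11 were, and over all probe sets 273 and 55. That last setting also holds probe sets with no or several gene symbols. The paper's methods discarded probes without annotation. In a single pair, 639 to 667 were higher and 530 to 656 lower, since 1 pair asks less than both. Genes at an unadjusted p under 0.05 numbered 176 without the pairing, 2116 over all probe sets, 444 with an unpaired t test and 111 to 532 with 1 array left out. At an adjusted p under 0.05 they numbered 1 with an unpaired t test and 0 to 1 with 1 array left out, where the lone array of a group is assumed to vary like the others. The 1 gene, without *Gak*-KO 2, was *Fgg* (log2 change 3.69, named for this call), at 5.51 on the array left out. Over all probe sets the correlation of the pairs was 0.0690 (Spearman 0.0550), and Spearman's was 0.154 without genes below the 30th percentile. The share of Supplemental Table 1 that passed was 33.3% over all probe sets and 44.4% at a stricter limit. With the estimated correlation 0 lists passed and with fry 0. Among results past their criterion or test, reversed were *Ugt3a1*, from -2.11 to 0.13 with an array or pair left out, and the median of the thick limb and distal genes, from -0.36 to 0.024 with a pair left out. The fits with an array left out ignore the pairing, so such moves also hold the difference between arrays 1 and 2. Within pairs 1 and 2, *Ugt3a1* changed by -1.34 and -0.64. Of the named genes that did not pass, 24 changed sign or fell to 0 with an array left out and 13 with a pair left out, as did the medians of 2 such lists without pair 1 and of 4 without pair 2 (the podocyte median from 0.03 to -0.19). Of 57 named calls, 34 moved by over 1.5 times with an array left out and 15 with a pair left out. Of the same calls, 30 were lost over all probe sets, 6 without genes of low signal, 4 with averaged probe sets, 1 under quantile normalization and 0 with centring or the robust scale. Centring cannot change a *Z* score and the robust scale loosens the limit, so the 0 is no sign of stable calls. *Klk1b21* was itself among the genes of low signal left out and is not counted among the 6. Beyond these constructions the cause was not tested. Signal over background could not be judged from the table.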

Differences from the paper's values

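The alternatives named in this part were all set before the data were examined. At the stated limit of 1.96, the paper reports 34 lower genes, the paper's value, and 52 were lower here. The count was within 1.5 times the paper's under quantile normalization (51), with averaged probe sets (48) and without genes below the 30th percentile (42). It was not with centred arrays, over all probe sets, on the robust scale, at a stricter limit, from the group means or in a single pair. Centring leaves every *Z*-ratio as it is, so the count with centred arrays was fixed in advance.

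Of 102 *Z*-ratios of Supplemental Table 1 that were compared for named genes, 21 differed by more than 1 unit and 0 had the opposite sign. The value was larger here in 80 of all compared, with a slope through 0 of 1.16. This direction turned over all probe sets, with 8 larger here and a slope of 0.830, and on the robust scale 95 were larger with a slope of 1.56. In the 1st batch, the *Z*-ratios were for *Abra* the paper's 3.12 and 4.33 here, *Ccn1* the paper's 3.48 and 4.52 here, *Edn1* the paper's 5.36 and 6.45 here and *H2-K1* the paper's 3.74 and 5.36 here. Further pairs of values in the 1st batch were for *Iigp1* the paper's 6.44 and 8.19 here, *Kap* the paper's -6.21 and -7.80 here, *Lcn2* the paper's 5.63 and 7.81 here and *Nat8f3* the paper's -2.74 and -3.89 here. The 1st batch also differed for *Serpinb6b* the paper's 2.27 and 3.38 here and *Tmem207* the paper's -2.87 and -4.15 here. In the 2nd batch, the *Z*-ratios were for *Abra* the paper's 8.33 and 9.54 here, *Adm* the paper's 7.64 and 8.96 here, *Ankrd1* the paper's 6.33 and 7.41 here and *Anxa1* the paper's 6.13 and 7.15 here. Further pairs of values in the 2nd batch were for *Apln* the paper's 3.62 and 5.83 here, *Bub1* the paper's 2.22 and 3.71 here, *Ccn1* the paper's 4.37 and 5.94 here and *Egf* the paper's -2.14 and -0.356 here. The 2nd batch also differed for *H2-Q4* the paper's 4.63 and 5.67 here, *Hao2* the paper's -3.74 and -4.75 here and *Mpeg1* the paper's 2.7 and 4.84 here. Of these values, 17 came within 1 unit over all probe sets, and those of *Abra*, *Adm*, *Ankrd1* and *Egf* in the 2nd batch did not. Other values moved away there, so that 19 of all 102 differed over all probe sets. Without genes below the 30th percentile 10 of the former values came within 1 unit, and those of *Apln*, *Bub1*, *Ccn1*, *Egf* and *Mpeg1* in the 2nd batch and of *H2-K1*, *Iigp1*, *Kap*, *Lcn2*, *Nat8f3* and *Tmem207* in the 1st did not. With quantile normalization 1 did, that of *Ccn1* in the 1st batch, and with centring, averaged probe sets or the robust scale 0 did. Of all compared, 11 differed without genes below the 30th percentile, 22 with quantile normalization, 21 with centring, 25 with averaged probe sets and 77 on the robust scale.

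The paper lists *Egf* as lower in both batches, and here its *Z*-ratio passed the limit in pair 1 alone. In Supplemental Figure 5, *Bcl3* and *Serpinb6* carry no mark of a difference in reverse transcriptase PCR, and on the arrays *Bcl3* and *Serpinb6b* passed the criterion.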

Other observations

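The tests of explanations in this part were chosen after the results were seen.

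Of 21 immediate early and heat shock genes, 1 was higher in *Gak*-KO glomeruli by the *Z*-ratio criterion, the nuclear receptor *Nr4a1* by 0.85 (SE 0.12) on the log2 scale (median log2 change of 0.40 in pair 1 and 0.07 in pair 2). *Klf6* and *Myc* had changes of 1.06 and 0.34 and of 0.77 and 0.23 in pairs 1 and 2, and *Fos* one of -0.50 (SE 0.11), and none of them passed. With *Z* scores over all probe sets *Nr4a1* lost its call, and on a robust scale *Fos* passed as lower. With 1 array left out, in limma without the pairing, the direction turned for *Myc* (-0.05 without *Gak*-KO 1). The adjusted p of the list was 0.00332 from camera at the preset correlation (adjusted p = 0.457 with an estimated correlation), and 0 genes passed in limma adjusted over the list alone.

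Of 31 genes of clathrin-mediated endocytosis, the pathway in which *Gak* acts, 0 passed the criterion in either direction (median log2 change of 0.05 in pair 1 and 0.00 in pair 2, adjusted p = 0.849 from camera at the preset correlation), and 0 passed in limma adjusted over the list alone. The dynamin genes *Dnm1* and *Dnm2* had log2 changes of 0.08 (SE 0.12) and 0.06 (SE 0.16), and *Synj1*, which encodes synaptojanin 1, one of 0.20 (SE 0.10). *Dnajc6*, the auxilin gene related to *Gak*, had a change of -0.31 (SE 0.10). The genes *Gapvd1*, *Ankfy1* and *Tbc1d8b*, which the paper names for human proteinuric disease, had changes of 0.11, -0.01 and 0.03. Fits with 1 array left out ignore the pairing, so their values also hold the difference between arrays 1 and 2. The direction turned, or the change fell to 0, for *Dnm1* (-0.05 without pair 2, -0.10 without *Gak*-KO 2), *Dnm2* (-0.18 without pair 1, -0.24 without control 1) and *Gapvd1* (0.00 without pair 1) and for *Ankfy1* (0.07 without pair 2, 0.02 without control 1, 0.10 without *Gak*-KO 2) and *Tbc1d8b* (0.00 without pair 1, -0.09 without control 1, -0.06 without *Gak*-KO 2).

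The sex-linked genes were set against the sex labels of the arrays. Pools of a single sex as labelled are argued against, since the Y-linked genes were higher on the female-labelled control by a median of 1.08. Exchanged labels of the 2 numbers are argued against, since the same genes differed by a median of 0.00500 between *Gak*-KO 2 and *Gak*-KO 1. Pools of both sexes in unequal shares stay open. *Xist* was at 9.69 on control 1, the array with the lowest median of the Y-linked genes (4.68). In pair 2 the Y-linked genes changed by a median of -0.40 and *Xist* by 0.66. In pair 1 they changed by a median of 0.72, with a change of *Xist* of only -0.09. Arrays of different numbers are also of different batches, so comparisons across the numbers hold the batch too. No biological explanation was tested.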
